# The miRNome function transitions from regulating developmental genes to transposable elements during pollen maturation

**DOI:** 10.1093/plcell/koab280

**Published:** 2021-11-10

**Authors:** Cecilia Oliver, Maria Luz Annacondia, Zhenxing Wang, Pauline E Jullien, R Keith Slotkin, Claudia Köhler, German Martinez

## Abstract

Animal and plant microRNAs (miRNAs) are essential for the spatio-temporal regulation of development. Together with this role, plant miRNAs have been proposed to target transposable elements (TEs) and stimulate the production of epigenetically active small interfering RNAs. This activity is evident in the plant male gamete containing structure, the male gametophyte or pollen grain. How the dual role of plant miRNAs, regulating both genes and TEs, is integrated during pollen development and which mRNAs are regulated by miRNAs in this cell type at a genome-wide scale are unknown. Here, we provide a detailed analysis of miRNA dynamics and activity during pollen development in *Arabidopsis thaliana* using small RNA and degradome parallel analysis of RNA end high-throughput sequencing. Furthermore, we uncover miRNAs loaded into the two main active Argonaute (AGO) proteins in the uninuclear and mature pollen grain, AGO1 and AGO5. Our results indicate that the developmental progression from microspore to mature pollen grain is characterized by a transition from miRNAs targeting developmental genes to miRNAs regulating TE activity.

## Introduction

Small noncoding RNAs control essential gene regulatory networks in eukaryotes at the transcriptional, post-transcriptional and translational level. This RNA category includes different classes of small RNAs (sRNAs) that have distinct biogenesis pathways, roles and cellular distribution that (in general) use sequence complementarity to recognize their target RNAs and degrade their transcripts and/or inhibit their translation (Stefani and Slack, 2008). Several technical innovations have enabled researchers to uncover the role of novel classes of sRNAs, their cellular distribution and their roles during different stages of development of an organism or a tissue. According to their origin and biogenesis mechanisms, sRNAs can be classified into microRNAs (miRNAs), small interfering RNAs (siRNAs), piwi-interacting RNAs, or tRNA-derived fragments, among others (for recent reviews on the topic, see, Czech et al. (2018); Martinez (2018); Rosa et al. (2018).

In plants, two classes of sRNAs predominate: siRNAs and miRNAs (Borges and Martienssen, 2015). These two types of sRNAs have different biogenesis pathways and functions. siRNAs are the result of the processing of double-stranded RNAs of diverse origin by Dicer-like proteins (DCL), mainly DCL4, DCL2, and DCL3. This leads to the production of double-stranded sRNAs of 21, 22, and 23/24 nucleotides (nt, produced by DCL4, DCL2, and DCL3, respectively) of which one of the strands will be selectively incorporated into an Argonaute (AGO) protein. Particularly, AGO1 and AGO2 load siRNAs associated with posttranscriptional gene silencing while AGO3, AGO4, AGO6, and AGO9 load siRNAs originated from heterochromatic regions that are associated with RNA-directed DNA methylation (RdDM; Axtell, 2013). On the other hand, miRNAs originate from *MIRNA* genes that produce noncoding transcripts with high self-complementarity that fold into a short hairpin structure that naturally generates a dsRNA without the need of RNA-dependent RNA polymerase (RDR) activity. This hairpin is cleaved by DCL1 into a double-stranded sRNA of 21–22 nts in length. One of these sRNAs will then be selectively loaded into AGO1, AGO7, or AGO10 and form the RNA-induced silencing complex, which uses the sRNA sequence to target mRNAs with perfect or imperfect sequence homology. In plants, this targeting normally leads to the cleavage of the mRNA, but can also induce translational repression or the production of secondary siRNAs (Axtell, 2013; Ma et al., 2013).

Both miRNAs and siRNAs regulate a diversity of processes including development, defense, reproduction, and genome stability. Generally, miRNAs are associated with the regulation of development through the post-transcriptional control of transcription factor mRNAs (Axtell, 2013). Additionally, miRNAs are involved in the generation of secondary siRNAs through the initial targeting of a transcript that stimulates RDR activity leading to the synthesis of a dsRNA that is processed into secondary siRNAs by DCL activity. Secondary siRNAs can target their original transcript or act in trans, targeting other mRNA targets (Axtell, 2013). Secondary siRNAs such as trans-acting siRNAs (tasiRNAs) and phased siRNAs (phasiRNAs) regulate important processes such as organ morphogenesis, developmental timing, and somatic embryogenesis (tasiRNAs; Hunter et al., 2006) or pre-meiotic reproductive development, flowering time, and resistance to biotic and abiotic stresses (phasiRNAs; Liu et al., 2020). Furthermore, miRNAs play a role in genome protection through the initial targeting of transposable elements (TEs) and generation of secondary siRNAs from their transcripts (Creasey et al., 2014a; Surbanovski et al., 2016). Interestingly, one of the miRNAs targeting TEs, miR845, is involved in generating TE-derived siRNAs in the male gametophyte and mediating genome dosage response (Borges et al., 2018). These examples show the complexity of miRNA-mediated processes and highlight their adaptability as regulatory molecules.

The functional versatility of miRNAs is especially important during reproduction, where cells face the duality of carrying out a very specific developmental program while protecting the genome against TE activity. In organisms like zebrafish (*Danio rerio*; Presslauer et al., 2017), mouse (Yuan et al., 2016), *Caenorhabditis elegans* (McJunkin and Ambros, 2014), or *Drosophila melanogaster* (Eun et al., 2013) miRNAs do not only have a differential accumulation pattern in sperm, but play important roles in sperm maturation, fertilization, and post-fertilization events. In *Arabidopsis thaliana*, hypomorphic alleles of *dcl1* and weak alleles of *ago1* have different reproductive abnormalities and reduced seed set (Jacobsen et al., 1999; Kidner and Martienssen, 2005; Nodine and Bartel, 2010), which points to an important role of miRNAs during reproduction in plants. However, little is known about how miRNA activity might shape the transcriptome during pollen development.

Previous reports of Arabidopsis pollen sRNAs have focused on analysis of their accumulation in the mature pollen grain (Grant-Downton et al., 2009; Borges et al., 2011). Here, we analyze in depth the contribution of miRNAs to the sRNA population during the different stages of pollen grain development, their loading into AGO proteins and their target mRNAs. Overall, our work demonstrates that miRNAs involved in epigenetic regulation, like miR845, are enriched and have higher activity at later stages of pollen grain development, and are preferentially loaded in AGO5. In contrast, miRNAs targeting genes involved in development decrease their activity during pollen development. This coincides with increased transcript levels of their target genes at pollen maturity, which are mainly involved in pollen grain germination. In summary, our work demonstrates that miRNAs modulate the transcriptional and epigenetic landscape during pollen grain development and adapt to its transcriptional and epigenetic reprogramming.

## Results

### Dynamic accumulation of miRNAs during pollen development

To understand the potential sRNA reprogramming during the transition leading to the mature pollen grain, we analyzed sRNA accumulation at four different stages of pollen development (uninuclear, binuclear, trinuclear, and mature pollen grain, representative pictures shown in Figure  1A). Using density centrifugation we isolated four different developmental stages of pollen (Supplemental Figure S1A) as previously described (Dupl'akova et al., 2016). From each different fraction, we isolated total RNA, prepared and sequenced sRNA libraries from two biological replicates for each of the developmental stages (Supplemental Table S1).

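Small RNAs from Col-0 pollen were sequenced at 4 stages with 2 biological replicates per stage, 8 libraries in all. The authors trimmed the adapters, aligned the reads to the TAIR10 genome with up to 2 mismatches, and deposited raw counts of each distinct mapped sequence of 18 to 28 nt for every library. The libraries held 5896816 and 6109787 mapped reads at the uninuclear stage, 3070930 and 7567948 at the binuclear stage, 3359340 and 5140866 at the trinuclear stage, and 2171869 and 2579710 at the mature stage. Between 54.7% and 76.0% of the reads matched the genome without a mismatch. Reads were assigned to a miRNA when they matched the genome exactly and both of their ends lay within 2 nt of the ends of an annotated mature miRNA. The annotation held 428 mature miRNAs in 222 families. Accumulation was expressed as counts scaled to all mapped reads of a library (RPM), and the level that 3 reads stand for lay between 0.396 and 1.38 RPM. These floors, and the confidence intervals given for single libraries, cover counting error only, because PCR copies were not told apart from independent molecules. Changes over the 4 stages were tested with a 2-sided exact permutation test on the Jonckheere-Terpstra statistic of the 8 libraries, for which the smallest possible p is 0.000794. A comparison of 2 libraries against 2 alone has a smallest possible p of 0.333.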

**Figure 1:**
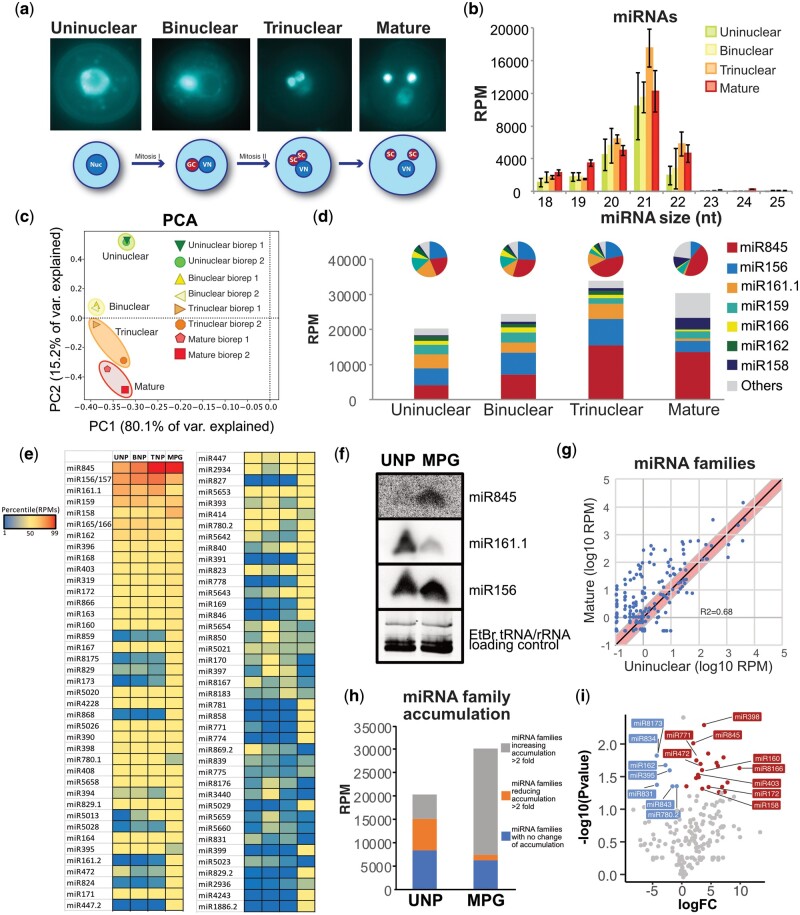
miRNome dynamics during pollen development. A, Representative images of the pollen developmental stages analyzed here. B, microRNA size distribution and accumulation for the developmental stages shown in (A). C, Principal component analysis of the small RNA libraries from different pollen developmental stages based on miRNA levels. D, Bar charts depicting the accumulation of main miRNAs during pollen development for each developmental stage expressed in reads per million. On top of each the same data are shown as a pie chart. E, Heat map of miRNA families accumulation level during pollen development. F, Northern blot showing the increase in accumulation of miR845, the stable accumulation of miR156 and the decrease of miR161.1. The U6 small nuclear RNA was used as a control for RNA loading. 20 μg of total RNA from the uninuclear and mature pollen stages were used to obtain a better resolution of the accumulation dynamic. UNP, uninuclear pollen; MP, mature pollen grain. G, Scatter plot of miRNA family expression values in the uninuclear and mature pollen grain developmental stages. The red line marks a two-fold change in accumulation. H, Categorization of miRNA families according to their increase (more than two-fold, grey), decrease (more than two-fold, orange), or no change (blue) in accumulation in the mature pollen grain compared to the uninuclear pollen. I, Volcano plot of miRNA expression changes between uninuclear and mature pollen grain developmental stages. Significant values (assessed with a paired *t* test, *P* < 0.05) are marked in blue or red for downregulated or overexpressed miRNAs in the mature pollen stage.

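Reads assigned to miRNAs made up 1.25% ± 0.430 (SD, n = 2 libraries) of the mapped reads in uninuclear pollen and 1.36% ± 0.502 in binuclear pollen. Their share was 2.09% ± 0.491 in trinuclear pollen and 1.32% ± 0.179 in mature pollen. The number of reads behind these shares ranged from 25874 in mature replicate 2 to 129495 in binuclear replicate 2. The share of miRNA reads did not follow the order of the stages (exact permutation test, p = 0.537). No small RNA library of another tissue was analysed here.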

We initially focused on analyzing miRNA accumulation due to their important roles both in the regulation of gene and TE transcript abundance, despite accumulating to lower levels during all pollen developmental stages than in other tissues (Supplemental Figure 1B). 

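Of the reads assigned to miRNAs, 53.7% ± 1.20 (SD, n = 2) were 21 nt long in uninuclear pollen, 48.6% ± 10.1 in binuclear, 54.0% ± 1.37 in trinuclear and 46.3% ± 0.798 in mature pollen. The 22-nt class held 13.2% ± 1.21, 15.2% ± 5.35, 19.3% ± 0.0372 and 18.4% ± 1.16 of the miRNA reads at the same stages (exact permutation test, p = 0.260). As accumulation levels, 21-nt miRNAs reached 6674 ± 2160 RPM in uninuclear, 6845 ± 3805 in binuclear, 11324 ± 2938 in trinuclear and 6106 ± 933 in mature pollen. 22-nt miRNAs reached 1669 ± 717, 2202 ± 1490, 4027 ± 938 and 2438 ± 482 RPM. The trinuclear mean was above the means of the other stages for both sizes, but neither size followed the order of the stages (exact permutation test, p = 0.902 for 21 nt and 0.537 for 22 nt).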

The total miRNA accumulation profiles between the different developmental stages did not reveal striking differences between the stages (Figure  1B); we only found a slight increase in 21 and 22-nt miRNAs in the trinuclear stage and 22-nt miRNAs in the mature pollen grain in comparison to uni- and binuclear (Figure  1B). Principal component analysis of miRNA family levels in libraries generated from pollen developmental stages demonstrated that biological replicates clustered together (Figure  1C). 

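Principal components were calculated from the log2 RPM, with a pseudocount of 1, of the 109 miRNA families with at least 10 reads over the 8 libraries. The first component carried 76.8% of the variance and separated both mature libraries from the other 6, and the second carried 10.7%. Over all components, the nearest library was the replicate of the same stage for 6 of the 8 libraries. The exceptions were the binuclear libraries, of which replicate 1 lay nearest to uninuclear replicate 2 and replicate 2 nearest to trinuclear replicate 2. When the share of miRNA reads replaced RPM, the replicate was the nearest library for 4 of the 8. Across families, which are not independent replicates, the correlation of the log2 levels between replicates was 0.960 at the uninuclear, 0.911 at the binuclear, 0.974 at the trinuclear and 0.985 at the mature stage.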

The analysis of qualitative differences in the miRNA populations between our samples revealed that the majority of miRNA families were present in all our libraries (233 miRNAs); however, we also detected specific miRNAs in each developmental stage, including 23 miRNAs in the mature pollen grain and 13, 7, and 5 in the uni-, bi-, and trinuclear stages, respectively (Supplemental Figure S1C and Supplemental Data Set S1).

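A mature miRNA was counted as present at a stage when at least 1 read of either replicate was assigned to it. Of the 325 annotated miRNAs with a read at any stage, 176 were present at all 4 stages and 132 in all 8 libraries. The miRNAs present at a single stage numbered 6 in uninuclear, 13 in binuclear, 5 in trinuclear and 36 in mature pollen. Those of the uninuclear stage had 1 read each, those of the binuclear stage at most 2 reads and those of the trinuclear stage at most 3. The 36 miRNAs of mature pollen had a median of 3 reads and a highest count of 49, and 14 of them had fewer than 3 reads. With at least 3 reads required, 135 miRNAs were present at all stages and 40 in mature pollen alone. When each library was thinned to the depth of the smallest, an average of 155.4 miRNAs were present at all stages, so the numbers depended on depth and on the minimum number of reads.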

We further analyzed the quantitative changes experienced by the most highly accumulating miRNAs (Figure  1, D and E and Supplemental Data Set S2). 

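The 7 families with the highest mean share of miRNA reads over the 8 libraries were miR845, miR156/miR157, miR161.1, miR159, miR158, miR162 and miR165/miR166. miR156 and miR157, and miR165 and miR166, were counted as 1 family each. Together, the 7 families made up 91.0% ± 1.61 (SD, n = 2) of the miRNA reads in uninuclear, 91.1% ± 4.95 in binuclear, 94.1% ± 1.97 in trinuclear and 78.7% ± 1.57 in mature pollen. Their share in mature replicates 1 and 2 was 79.8% and 77.6%, under the lowest share of the other libraries, 87.6% in binuclear replicate 1. With reads identical to an annotated mature miRNA only, the mature share was 86.0%.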

The comparison between the accumulation level of the top seven miRNA families (representing >90% of all sRNAs in uni-, bi-, and trinuclear pollen and 77% of the mature sRNAs) revealed that there is a striking progressive change in the accumulation of some miRNA families during pollen development. In particular, miR156, miR161.1, miR159, miR166, and miR162, which regulate juvenile-to-adult transitions, defense response and DCL1 (Xie et al., 2003; Zhou et al., 2007; Wu et al., 2009; Guo et al., 2017), maintained or decreased their accumulation at later stages of pollen development (Figure  1, D and E). 

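miR156/miR157 accumulated to 2866 ± 1665 (SD, n = 2) RPM in uninuclear, 3339 ± 159.95 in binuclear, 4441 ± 836 in trinuclear and 1617 ± 142 in mature pollen. miR161.1 reached 3190 ± 905, 2372 ± 1825, 3456 ± 1179 and 305 ± 46.3 RPM at these stages. miR159 fell from 1432 ± 135 in uninuclear and 1089 ± 1079 in binuclear pollen to 695 ± 381 in trinuclear and 611 ± 86.5 in mature pollen. miR165/miR166 fell from 446 ± 35.5 over 314 ± 169 and 309.7 ± 13.2 to 213 ± 14.6 RPM. miR162 stood at 724 ± 82.0, 604 ± 275 and 681 ± 50.1 RPM up to the trinuclear stage and at 57.7 ± 10.3 in mature pollen. Uninuclear and mature pollen were compared with edgeR's quasi-likelihood test on the family counts, with all mapped reads as library size, the replicate number as a block and all 8 libraries in the fit. In edgeR's test, the log2 fold change was -3.40 for miR161.1 (standard error 0.94, adjusted p = 0.00147) and -3.66 for miR162 (standard error 0.88, adjusted p = 0.000255), and both mature libraries lay under both uninuclear libraries for these families. For miR156/miR157, miR159 and miR165/miR166 the log2 fold changes were -0.78, -1.30 and -1.06, with adjusted p-values of 0.449, 0.185 and 0.264 from the same test. Over the 4 stages, miR162 and miR165/miR166 each gave a trend with p = 0.0968 (exact permutation test), or 0.210 after Benjamini-Hochberg adjustment over the named families.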

In comparison, the relative levels of the miRNA families, miR158 and miR845 substantially increased their accumulation (Figure  1, D and E). 

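miR158 accumulated to 180 ± 51.0 (SD, n = 2) RPM in uninuclear, 316 ± 197 in binuclear, 482 ± 236 in trinuclear and 1560 ± 107 in mature pollen. Its log2 fold change between uninuclear and mature pollen was 3.08 (standard error 0.87, adjusted p = 0.00163 from edgeR's quasi-likelihood test). miR845 accumulated to 2539 ± 1670 RPM in uninuclear, 4443 ± 4352 in binuclear, 9656 ± 3196 in trinuclear and 6020 ± 1228 in mature pollen. The uninuclear replicates differed 3720 to 1359 and the binuclear replicates 1365 to 7520 RPM. The log2 fold change of miR845 was 1.20 (standard error 0.93, adjusted p = 0.285 from edgeR), equal to the median of the 109 families tested. With edgeR's TMM normalization in place of all mapped reads it was -0.62, again equal to the median of the families, which this normalization shifts together.

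**Figure D1:**
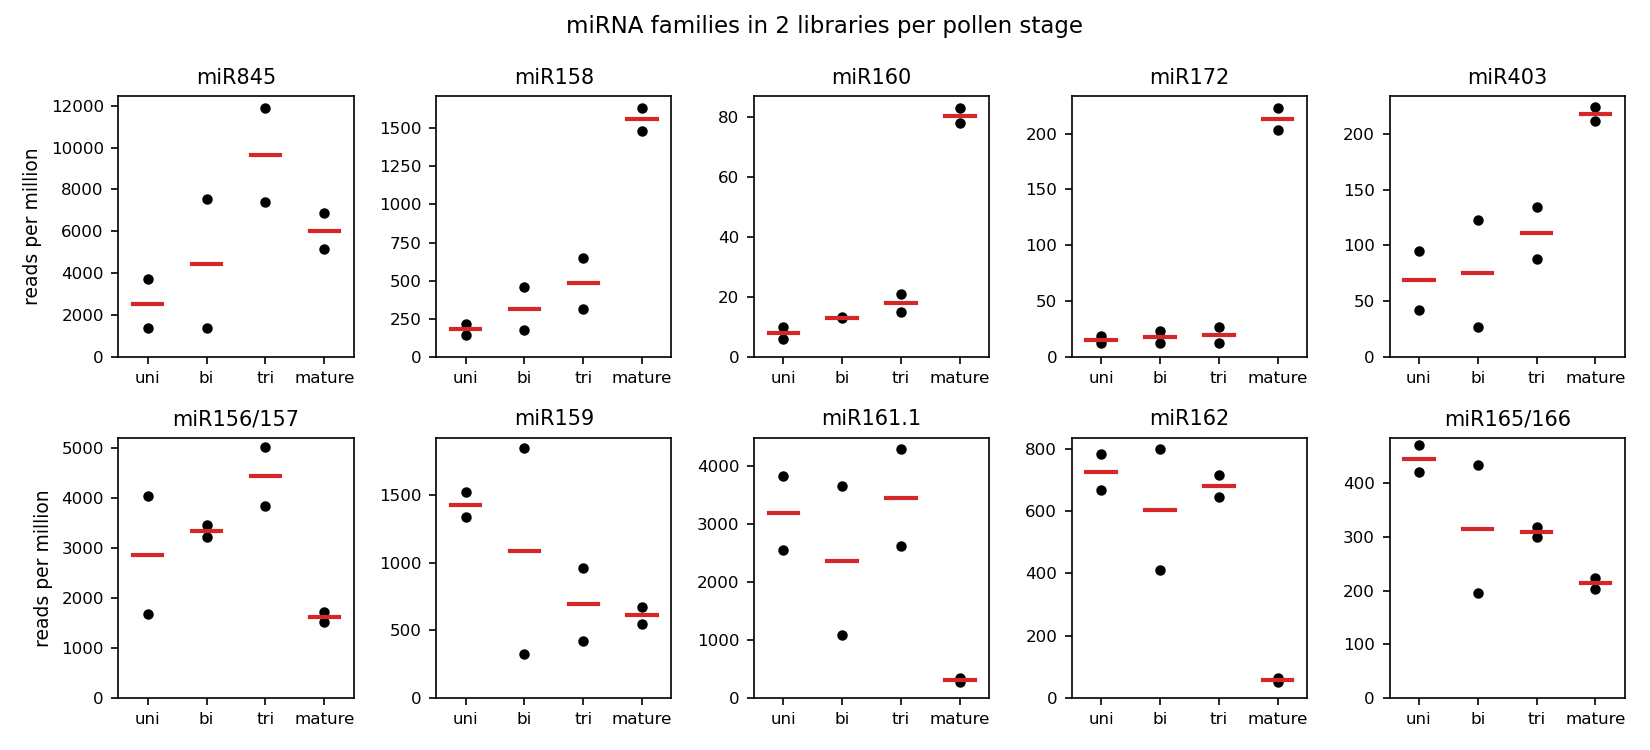
Accumulation of 10 miRNA families in the 8 small RNA libraries, in RPM of mapped reads, by developmental stage; points are libraries and red bars are the means of the 2 replicates. miR158 rises to 1635 and 1484 RPM in the mature libraries, while miR845 has its highest mean at the trinuclear stage.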

Specifically, the miR845 family increased until occupying close to 45% of the all sRNAs at pollen maturity (Figure  1D). 

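The miR845 family held 19.2% ± 6.78 (SD, n = 2) of the miRNA reads in uninuclear, 28.8% ± 21.4 in binuclear, 45.7% ± 4.57 in trinuclear and 45.5% ± 3.15 in mature pollen. It was the largest family in both trinuclear and both mature libraries and in binuclear replicate 2, where its share was 43.9%. The largest family was miR156/miR157 in uninuclear replicate 1 and binuclear replicate 1, and miR161.1 in uninuclear replicate 2. With reads identical to a mature miRNA only, the share of miR845 in mature pollen was 64.9%.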

Although this relative enrichment could be due to a bias in sRNA sequencing (Baldrich et al., 2020), we found a consistent and significant detection of this increase in trinuclear and mature pollen sRNA libraries (Figure  1, D, E, and I). 

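The Jonckheere-Terpstra statistic of miR845 over the 4 stages was 16 of a possible 24 (exact permutation test, p = 0.386, adjusted p = 0.542 over the families named in the text). As a share of the miRNA reads, the same exact permutation test gave p = 0.166. Among the other families, miR160 rose at every step, with the largest possible statistic and the smallest possible p, and an adjusted p of 0.0103, but as a share of the miRNA reads the exact test gave p = 0.0968 and an adjusted p of 0.315. By this exact test, miR158 had a trend p of 0.0103 and an adjusted p of 0.0671, and both miR172 and miR403 had a trend p of 0.0524 and an adjusted p of 0.170.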

We confirmed this accumulation trend by sRNA gel blot for miR845, miR156, and miR161.1, which increased, maintained, and decreased their accumulation level respectively (Figure  1F;  Supplemental Figure S1, D and E).

Globally, a comparison of the accumulation values between uninuclear and mature pollen indicated that about 34% of miRNA families increased their accumulation, while 66.48% of miRNA families reduced or maintained their accumulation (Figure  1, G and H). However, the contribution of these families to the total miRNome differed, and miRNA families decreasing their accumulation more than two-fold vary during pollen development from a 33% of all miRNA reads in uninuclear pollen to 4% of all reads in mature pollen (Figure  1H). miRNA families with no change of accumulation also slightly decreased during this transition from 42% of all reads in uninuclear pollen to 21% of all reads in mature pollen (Figure  1H). miRNA families with statistically significant increases in accumulation in mature pollen include miR158, miR160, miR172, miR403, and miR845 (Figure  1I). 

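Of the 161 families with a read in uninuclear or mature pollen, 92 (57.1%) had a mean of RPM more than 2-fold higher in mature pollen, 45 (28.0%) more than 2-fold lower and 24 (14.9%) changed by less. Lowered and unchanged families together were 42.9% of the families. Of the 93 families with at least 10 reads over these 4 libraries, 49 (52.7%) were raised, 26 lowered and 18 unchanged. Relative to all miRNA reads in place of all mapped reads, 89 families were raised and 47 lowered.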

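Families raised more than 2-fold contributed 22.0% ± 6.63 (SD, n = 2) of the miRNA reads in uninuclear pollen and 73.0% ± 1.08 in mature pollen. The contribution of lowered families went from 49.8% ± 10.9 to 9.24% ± 0.105, and that of unchanged families from 28.2% ± 4.28 to 17.7% ± 0.977. In edgeR's quasi-likelihood test of 109 families, 42 were higher and 11 lower in mature than in uninuclear pollen at an adjusted p under 0.05, and 58 had an unadjusted p under 0.05. Each of these 53 families had both mature libraries on the same side of both uninuclear libraries. The median log2 fold change of the families was 1.20 with this library size, against -0.62 under TMM normalization, which gave 25 families higher and 33 lower. Without the replicate block, 44 families were higher and 13 lower. The level of miR160 rose from 7.87 ± 3.02 to 80.4 ± 3.51 RPM (log2 fold change 3.39, standard error 0.90, adjusted p = 0.000937 from edgeR). miR172 rose from 15.3 ± 4.92 to 213 ± 13.7 RPM (log2 fold change 3.77, standard error 0.87, adjusted p = 0.000140 from edgeR). miR403 rose from 68.5 ± 37.9 to 218 ± 8.67 RPM, with a log2 fold change of 1.61 (standard error 0.80) and an adjusted p of 0.0846, and the log2 fold change was -0.23 under TMM normalization. 39 of the 42 raised families are not among the 14 families taken as named, which leave out miR168 and miR447 of the paper's Discussion. Fewer than 10 RPM in uninuclear pollen were found for 39 of the 42. The highest estimated log2 fold changes were those of miR169, miR858 and miR774, which had 0 reads in both uninuclear libraries, so that only rises of at least 19.1-fold, 18.8-fold and 16.5-fold are known. The lowest were those of miR831, miR3440 and miR8180, which had 0 reads in both mature libraries, so that only falls of at least 3.08-fold, 2.73-fold and 1.97-fold are known.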

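The diversity of the miRNA pool was expressed as the effective number of families, the exponential of the Shannon entropy of the family shares in a library. It was 7.21 and 8.75 in the uninuclear replicates, 7.73 and 5.48 in the binuclear replicates, 6.02 and 4.85 in the trinuclear replicates, and 8.84 and 9.92 in the mature replicates. This number did not follow the order of the stages (exact permutation test, p = 0.713). Without miR845, the remaining families had an effective number of 6.52 and 7.79 in uninuclear and of 17.2 and 17.1 in mature pollen. The mature libraries held reads of 127 and 109 families, and the uninuclear libraries of 111 and 105. The paper concludes that the miRNome passes from a diverse pool to one dominated by miR845.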

Together, our analysis shows that during pollen development there is a transition of the miRNome from a diverse miRNA pool to a miRNA pool monopolized by miR845.

### AGO1 and AGO5 loading explains miRNA enrichment in the mature pollen grain

miRNA loading into AGO proteins determines their effect at the cellular level (Hutvagner and Simard, 2008). Several AGO proteins have been reported to be active in the Arabidopsis male gametophyte, including AGO1, AGO2, AGO4, AGO5, and AGO9 (Olmedo-Monfil et al., 2010; Borges et al., 2011; Martinez et al., 2016; Oliver et al., 2016), but the sRNA populations loaded into them have not been studied. To shed light into the characteristics of the RISCs in the pollen grain, we analyzed the subcellular localization during pollen development and sRNAs bound to the main miRNA-related AGO proteins expressed in the pollen grain: AGO1 and AGO5 (Supplemental Figure S1, F–H). Previous reports indicated that these two AGOs have different subcellular localization in the mature pollen grain; while AGO1 is located in the vegetative nucleus and in the vegetative cell (VC; McCue et al., 2012), AGO5 accumulates in the sperm cell (SC) cytoplasm (Borges et al., 2011). To understand their role during pollen development we investigated their cellular localization during this process using recently developed reporter lines that functionally complement their respective mutants (Jullien et al., 2020). AGO1 was present already in the cytoplasm of uninuclear pollen and this localization pattern was maintained in the binuclear stage, while it changed at the trinuclear and mature stages, where it is located mainly in the SCs (Figure  2a). On the other hand, AGO5 was only detected in the generative cell (GC) at the binuclear stage and in the SCs at the trinuclear and mature stages (Figure  2A).

**Figure 2:**
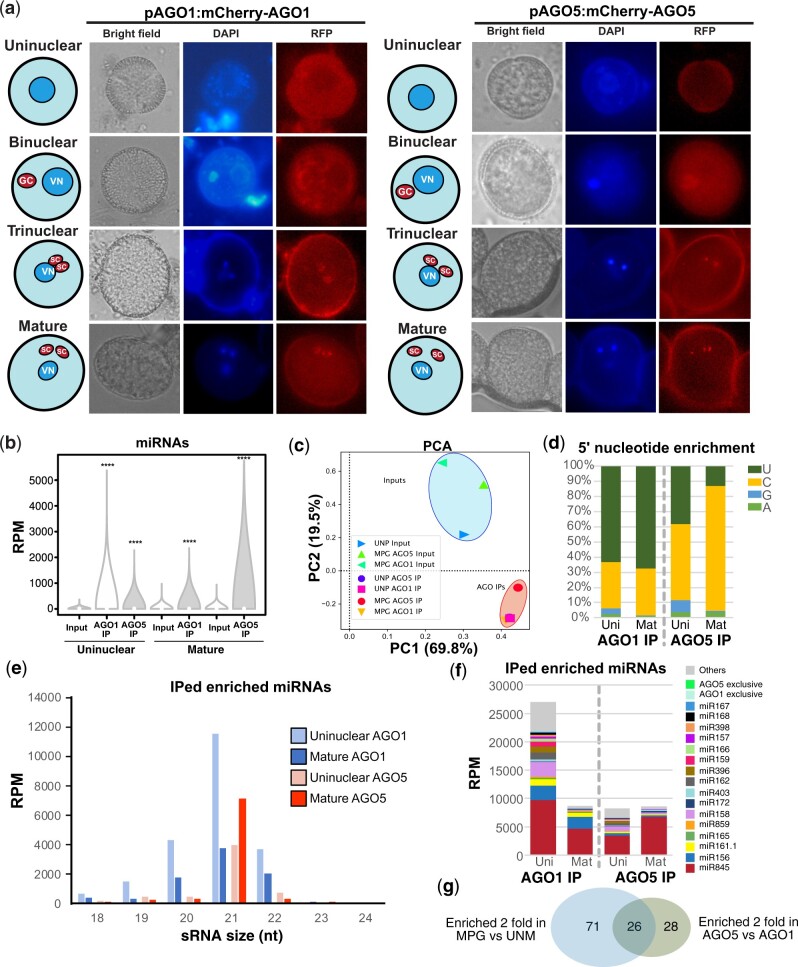
Comparison of AGO1 and AGO5 activity and loaded miRNAs during pollen development. A, Analysis of the cellular localization of AGO1 and AGO5–mCherry–AGO fusion proteins during pollen development. Drawings accompanying the images represent the localization of the different nuclei on each picture. B, Analysis of miRNA enrichment for AGO1 and AGO5 immunoprecipitated sRNAs compared to their respective input controls. Significance was assessed by means of a Mann–Whitney U test (**** denotes a significance of *P* < 0.00001). C, Principal component analysis of the small RNA libraries from different AGO immunoprecipitations and their input controls based on miRNA levels. Venn diagram shows the overlap between the miRNA families loaded in AGO1 and AGO5. D, 5′-nt enrichment for AGO-enriched miRNAs. E, Size distribution of miRNAs enriched in the AGO1 and AGO5 IPs. F, Accumulation of enriched miRNA families in AGO1 and AGO5. In (C)–(F) miRNAs were considered enriched if their accumulation was higher than two-fold their accumulation in the input library or if it was only detected in the AGO immunoprecipitated library. G, Venn diagram showing the overlap of miRNA families enriched more than two fold in the mature pollen grain (blue circle) and miRNA families enriched more than two-fold in AGO5 IP compared to AGO1 IP. Significance (*P* = 0.032807) was calculated using the Chi-square statistic with Yates correction.

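Small RNAs bound to AGO1 and AGO5 were sequenced after immunoprecipitation (IP) from uninuclear and mature pollen, beside libraries of the input of each IP. Uninuclear pollen had 2 libraries of each IP and 2 input libraries used for both AGOs. Mature pollen had 1 library of each IP with 1 input of its own, and so no replicates. The paper lists both uninuclear inputs as bioreplicate 1. They were taken here as 2 replicates, and each uninuclear IP replicate was divided by the input of the same number, which is an assumption. The authors deposited raw counts of each distinct sequence mapped to the TAIR10 genome, as for the other small RNA libraries. The uninuclear libraries held 277789 to 7341056 mapped reads, of which 42.7% to 93.9% lay outside 18 to 28 nt, and the 102804 to 2533762 reads of 18 to 28 nt were used as library size. The mature libraries held 686289 to 6554226 mapped reads. The number of reads assigned to miRNAs was lowest in uninuclear AGO5 IP replicate 2, with 446 reads, against 8081 in replicate 1. In that library the level that 3 reads stand for was 29.2 RPM, and in mature AGO1 IP it was 0.458. Intervals given for shares of single libraries are 95% Wilson intervals. A family was taken as enriched in an IP when its mean RPM were more than 2-fold those of the input or when it was read in the IP alone, the rule of the legend of Figure 2.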

Next, to understand their molecular roles in detail, we identified the sRNAs loaded into each AGO in the uninuclear and mature pollen stages by immunoprecipitation of AGO complexes using AGO-specific antibodies followed by sRNA sequencing. In line with their predicted role, we detected enrichment for miRNAs in the immunoprecipitated sRNAs compared to their input controls (Figure  2B;  Supplemental Figure S2, A and B, *P* < 0.00001 tested with a Mann–Whitney *U* test). 

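In uninuclear pollen, 2.33% (95% Wilson interval 2.32 to 2.35) and 1.87% (1.83 to 1.91) of the reads of the AGO1 IP replicates were assigned to miRNAs. The input libraries held 0.259% (0.244 to 0.276) and 0.320% (0.304 to 0.337), so the ratio of IP to input was 9.00 and 5.85. The AGO5 IP replicates held 0.763% (0.747 to 0.780) and 0.434% (0.395 to 0.476) miRNA reads, 2.94 and 1.36 times their input. In mature pollen, the share was 0.944% (0.937 to 0.952) in the AGO1 IP and 0.538% (0.521 to 0.555) in its input, a ratio of 1.76. The mature AGO5 IP held 0.999% (0.989 to 1.01) and its input 0.465% (0.453 to 0.477), a ratio of 2.15. Each of the 6 IP libraries had a share above the interval of its input.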

Principal component analysis of miRNA family levels in libraries generated from AGO immunoprecipitates demonstrated that both AGO-enriched miRNAs clustered together (Figure  2C). Indeed, both AGOs shared a proportion of their respectively enriched miRNAs at the uninuclear and mature stages (59/81% and 73%/85% for AGO1/AGO5 miRNomes at uninuclear and mature stages, respectively, for miRNAs only detected in the immunoprecipitated fraction or enriched more than two-fold respective to the input control, Supplemental Figure S2C). 

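Principal components of the 6 IP libraries were calculated from the log2 RPM of 82 families. The first component carried 39.5% and the second 28.6% of the variance. Of the 4 IP libraries with a replicate, the 2 of the uninuclear AGO5 IP and replicate 2 of the AGO1 IP lay nearest to their replicate. Uninuclear AGO1 IP replicate 1 lay nearest to the mature AGO1 IP, and the mature AGO1 and AGO5 IPs lay nearest to each other. With the share of miRNA reads in place of RPM, 2 of the 4 lay nearest to their replicate.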

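In uninuclear pollen, 90 families were enriched in the AGO1 IP and 37 in the AGO5 IP, and 28 were enriched in both, 31.1% of those of AGO1 and 75.7% of those of AGO5. In mature pollen, 63 families were enriched in the AGO1 IP and 47 in the AGO5 IP, with 25 in both, 39.7% and 53.2% of the respective sets. The numbers of families with at least 1 read set limits to this overlap, since the uninuclear AGO1 IP libraries held reads of 117 families and the AGO5 IP libraries of 65. Among families with at least 10 reads over the IP and input libraries, 16 of 46 enriched in uninuclear AGO1 and 16 of 17 enriched in uninuclear AGO5 were shared, and in mature pollen 7 of 25 and 7 of 10.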

Both AGOs were enriched in miRNAs with different characteristics according to their 5′-nt preference (Figure  2D) and size (Figure  2E). 

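The 5′-terminal nucleotide and the length were counted over the reads of enriched families. In the uninuclear AGO5 IP, reads with a 5′-terminal C made up 67.8% (95% Wilson interval 66.7 to 68.9) in replicate 1 and 23.6% (19.4 to 28.5) in replicate 2, which rested on 330 reads. Reads with a 5′-terminal U made up 70.3% (65.2 to 75.0) in that replicate. In the mature AGO5 IP, 73.8% (73.2 to 74.3) had a 5′-terminal C. Without miR845, C made up 3.5% and U 77.4% in the mature AGO5 IP, and 34.3% of the reads had C in uninuclear replicate 1. In the AGO1 IP, a 5′-terminal U made up 67.8% (67.5 to 68.2) and 66.2% (65.1 to 67.3) of the reads in the uninuclear replicates and 66.4% (66.0 to 66.8) in mature pollen. Without miR845, these shares of U were 94.8%, 82.6% and 96.6%. Reads of 21 nt made up 71.8% and 56.1% in the uninuclear AGO5 IP replicates and 81.6% in the mature AGO5 IP. In the AGO1 IP, 20-, 21- and 22-nt reads made up 20.0%, 53.0% and 19.2% in uninuclear replicate 1, 16.7%, 54.2% and 15.5% in replicate 2, and 19.2%, 46.9% and 25.5% in mature pollen.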

Both at the uninuclear and mature stages AGO5 loads miRNAs of 21 nts in size with a 5′-terminal C, while AGO1 binds miRNAs with a size ranging from 20 to 22 nt with a 5′-terminal U (Figure  2, D and E). This is in line with previous reports of AGO loading preferences in somatic tissues (Mi et al., 2008).

Next, we analyzed the enrichment for miRNA families for each AGO (Figure  2F;  Supplemental Data Set S3). Both AGOs at both pollen developmental stages had a strong preference to load miR845 family members (36/41% and 53/78% of the total miRNome for AGO1/AGO5 at uninuclear and mature stages, respectively). 

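miR845 made up 46.4% (95% Wilson interval 46.0 to 46.8) and 34.6% (33.5 to 35.7) of the miRNA reads in the uninuclear AGO1 IP replicates, and 68.1% (67.1 to 69.1) and 18.6% (15.3 to 22.5) in the AGO5 IP replicates. In mature pollen its share was 44.9% (44.5 to 45.3) in the AGO1 IP and 67.1% (66.6 to 67.6) in the AGO5 IP. Its RPM were 20.3-fold and 10.8-fold those of the input in the uninuclear AGO1 IP replicates, 9.76-fold and 1.34-fold in the AGO5 IP replicates, and 3.05-fold and 4.83-fold in the mature AGO1 and AGO5 IPs. In edgeR's quasi-likelihood test of the uninuclear libraries, the log2 fold change over the input was 3.93 for AGO1 (standard error 0.97, adjusted p = 0.00435) and 2.41 for AGO5 (standard error 0.90, adjusted p = 0.299). The difference between the AGO5 replicates was larger than their intervals.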

Despite this preferential loading at the uninuclear stage, AGO1 and AGO5 loaded a substantial fraction of miRNAs with well-known roles in the regulation of processes like development, transcription, or RNA silencing. For instance, uninuclear pollen-accumulating AGO1-loaded miRNAs involved in the regulation of different transcriptional and post-transcriptional regulatory factors, including pentatricopeptide (PPR) repeat-containing proteins targeted by miR158 (10%) and miR161.1 (4%), *SQUAMOSA PROMOTER BINDING-LIKE* transcription factors targeted by miR156 (9%), and DCL1 regulated by miR162 (5%; Rhoades et al., 2002; Wu et al., 2009). 

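Of 63 families with at least 10 reads over the 6 uninuclear IP and input libraries, 15 were higher in the AGO1 IP than in the input at an adjusted p under 0.05 (edgeR's quasi-likelihood test, all mapped reads of 18 to 28 nt as library size), 0 were lower, and 22 had an unadjusted p under 0.05. 53 of the 63 families were above the input, with a median log2 fold change of 2.45, and with TMM normalization, which removes this shift, 0 families were higher and 2 lower. The highest estimated rises were those of miR4243, miR391 and miR393, with log2 fold changes of 7.47, 6.90 and 5.00. In the AGO1 IP replicates, tested with edgeR, miR158 made up 11.6% (95% Wilson interval 11.3 to 11.9) and 11.2% (10.5 to 12.0) of the miRNA reads, with a log2 fold change of 3.03 (adjusted p = 0.0134). miR161.1 made up 9.69% (9.45 to 9.93) and 4.78% (4.32 to 5.30), with a log2 fold change of 3.63 (adjusted p = 0.00568). miR156/miR157 made up 13.5% (13.3 to 13.8) and 9.90% (9.23 to 10.6), with a log2 fold change of 1.60 (adjusted p = 0.179). miR162 made up 3.98% (3.82 to 4.14) and 6.37% (5.83 to 6.95), with a log2 fold change of 3.87 (adjusted p = 0.00527).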

Mature pollen-accumulating AGO1 increased the accumulation of certain miRNAs like miR156 (25%) and miR161.1 (7%), while reducing the accumulation of the majority of the families (Figure  2F;  Supplemental Data Set S3). 

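In the mature AGO1 IP, miR156/miR157 made up 20.0% (95% Wilson interval 19.7 to 20.3) of the miRNA reads and miR161.1 8.61% (8.39 to 8.83). miR158 made up 6.64% (6.44 to 6.84) and miR162 0.803% (0.736 to 0.877). Against the input, the RPM of miR156/miR157 were 5.11-fold and those of miR161.1 8.85-fold higher, while miR158 and miR162 were 1.15-fold and 1.68-fold. The AGO1 IP of mature pollen had no replicate, so these differences from the uninuclear stage were not tested.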

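In the uninuclear AGO5 IP, 0 of 63 families were higher than in the input at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 8 had an unadjusted p under 0.05, and the smallest adjusted p was 0.299. miR158 made up 10.3% (95% Wilson interval 9.64 to 11.0) of the miRNA reads in replicate 1 and 14.6% (11.6 to 18.2) in replicate 2. miR156/miR157 made up 2.70% (2.37 to 3.07) and 16.6% (13.4 to 20.3), and miR162 3.23% (2.87 to 3.64) and 10.8% (8.21 to 14.0). miR161.1 made up 4.24% (3.83 to 4.71) and 0.673% (0.229 to 2.0), the latter from 3 reads. For all 4 families the replicates differed by more than their intervals.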

On the other hand, uninuclear pollen AGO5 loaded a similar fraction of the miRNAs preferentially loaded by AGO1 at the same developmental stage: miR158 (11%), miR156 (6%), miR162 (5%), and miR161.1 (2%; Figure  2F). 

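In the mature AGO5 IP, miR158 made up 3.82% (95% Wilson interval 3.62 to 4.03) of the miRNA reads and miR403 3.77% (3.58 to 3.98). miR156/miR157 made up 5.41% (5.17 to 5.65) and miR161.1 5.36% (5.12 to 5.60). Against the input, miR158 stood at 0.786-fold, miR403 at 2.47-fold, miR156/miR157 at 1.59-fold and miR161.1 at 6.82-fold. In the uninuclear AGO5 IP replicates, miR403 made up 0.520% (0.385 to 0.702) and 2.91% (1.71 to 4.92).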

At the mature stage, AGO5 experienced a greater decrease in the majority of miRNA families loaded, with only small fractions of miR158 (4%) or miR403 (3%), which regulate, as previously mentioned, PPR proteins and AGO2, respectively (Rhoades et al., 2002; Allen et al., 2005; Figure  2f;  Supplemental Data Set S3). AGO5 is furthermore enriched in miRNAs that are enriched in the mature pollen grain (Figure  2G, *P* = 0.032807) indicating that AGO5-loaded miRNAs might be responsible of the overall miRNome changes observed in the mature pollen grain. 

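Families raised more than 2-fold in mature over uninuclear pollen were compared with families more than 2-fold higher in the mature AGO5 IP than in the mature AGO1 IP, over the 122 families with a read in both comparisons. 75 of them were raised in mature pollen and 32 were higher in the AGO5 IP, with 17 in both sets. Of the raised families, 22.7% were higher in the AGO5 IP, against 31.9% of the other families. The odds ratio was 0.625 (2-sided Fisher's exact test, p = 0.294). With all 222 families of the annotation as background, the odds ratio was 1.41 (p = 0.357 from the same exact test). Each IP was a single library.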

The different miRNA-loading pattern might reflect the different roles of both AGOs in relation to their cellular localization, with AGO1 being required to regulate both the developmental program and post-transcriptional activity of TEs in the VC and SCs during the whole extent of pollen development and specially prior to the appearance of the gametic cells (Slotkin et al., 2009; Martinez et al., 2016), while AGO5 might mediate TE control specifically in the GC/SCs (Borges et al., 2018). This also relates to the known role of the VC in controlling the regulation of pollen development, germination and pollen tube growth (Glockle et al., 2018). In summary, AGO1 and AGO5 have different pollen localization patterns and incorporate different populations of miRNAs.

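The share of miRNA reads of each family was compared between the AGO1 and AGO5 IPs for families with at least 10 reads in them. In uninuclear pollen, 26 of 58 families had a mean share more than 2-fold higher in the AGO1 IP, 13 in the AGO5 IP, and 19 lay within 2-fold. In mature pollen, 20 of 65 families had a share more than 2-fold higher in the AGO1 IP, 9 in the AGO5 IP, and 36 lay within 2-fold. The paper concludes that AGO1 and AGO5 incorporate different populations of miRNAs.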

### Inhibition of sRNA activity affects pollen development and germination

To evaluate the level of influence of sRNA activity on pollen grain development and germination, we aimed to inhibit their activity at late stages of pollen development where AGO1 and AGO5 primarily accumulate (Figure  2A). Strong *ago1* and *dcl1* mutants fail to develop gametes (Bohmert et al., 1998; Kidner and Martienssen, 2005; Oliver et al., 2017) making it impossible to analyze their effects during gametophyte maturation. Weak mutants of *ago1* and *dcl1* showed defects in pollen development, with a moderate increase in aborted or shrunken mature pollen grains which was significant for *ago1-27* and *ago5-5* (Supplemental Figure S3A).

To discern the potential effect of miRNA and/or siRNA activity inhibition without the availability of strong mutant alleles, we hypothesized that the overexpression of a viral silencing suppressor using pollen promoters would drive a cell-specific reduction of AGO1 activity as previously reported (Martinez et al., 2016). The Tombusvirus silencing suppressor P19 is a well-studied protein that inhibits miRNA/miRNA* duplex (Chapman et al., 2004) and siRNA action (Kontra et al., 2016). Accordingly, we expressed P19 (Csorba et al., 2015) fused to red fluorescent protein (RFP) under the control of the *KRP6* promoter to drive the expression at late stages of development of the pollen grain VC (Kim et al., 2008; Martinez et al., 2016; Figure  3A). *KRP6pro::P19-RFP* transgenic lines had defects in pollen development with many of the mature pollen grains aborted at maturity and reduced pollen grain germination (Figure  3, A and B). Furthermore, mutants carrying the weak allele of DCL1, *dcl1-14*, showed a significant decrease in pollen grain germination (Figure  3B). Mutants carrying another weak allele for AGO1, *ago1-52*, displayed abnormal germination phenotypes, with branched pollen tubes (Supplemental Figure S3B), which have not been described in Arabidopsis wild-type pollen although they are common in gymnosperms and certain angiosperm species (Lora et al., 2016). In brief, inhibition of miRNA (and/or siRNA) activity in the male gametophyte VC supports a role of VC sRNAs in the regulation of pollen function.

**Figure 3:**
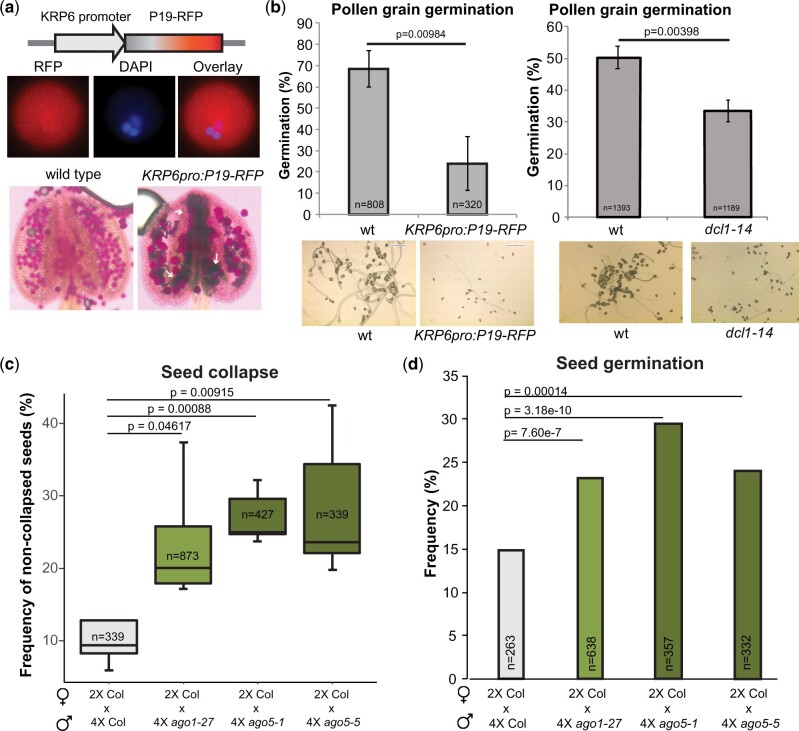
Inhibition of sRNA activity in the pollen grain leads to developmental defects of pollen grain development and inhibition of germination. A, Diagram of the construct used to express the viral silencing suppressor P19 in the mature pollen grain and representative image of its accumulation in mature pollen grains. The lower panel shows representative pictures of the analysis of pollen defects by Alexander staining. Aborted pollen grains are indicated with white arrows. B, Analysis of pollen grain germination in Col-0 wild-type (wt) and *dcl1-14* and wt and KRP6pro:P19-GFP transgenic lines. Representative pictures of each pollen germination experiment are shown. Error bars represent the standard deviation values for the three bioreplicates analyzed. *P*-value is the result of a standard *t* test with two tails and unequal variance. Number of individual pollen grain measurements (*n*) is shown inside of each bar. (C) Frequency of noncollapsed and (D) germinated seeds derived from crosses of wt (2×Col) maternal parents with 4× mutants of indicated genotypes. *t* Test and Chi-squared test were performed in (C) and (D), respectively. Number of individual seed measurements (*n*) is shown inside of each bar. Whiskers in the box plots extend to the maximum and minimum values.

### AGO1 and AGO5 are required for the triploid block response

Gametic sRNAs establish hybridization barriers in different species (Martienssen, 2010; Senti and Brennecke, 2010). In plants, polyploidization establishes hybridization barriers due to the unbalanced expression of imprinted genes in the endosperm (Kradolfer et al., 2013; Wolff et al., 2015; Huang et al., 2017; Jiang et al., 2017; Wang et al., 2018), in a phenomenon known as the triploid block (Kohler et al., 2010). In Arabidopsis, the triploid block is established upon crosses of a pollen donor forming 2n pollen with a diploid maternal plant. Depletion of paternal sRNAs through mutation of the major Pol IV subunit *NRPD1* or the miRNA gene *MIR845B* suppresses the triploid block response (Erdmann et al., 2017; Borges et al., 2018; Martinez et al., 2018; Satyaki and Gehring, 2019).

To test whether the miRNA populations loaded in AGO1 or AGO5 are responsible for establishing the triploid block, we created tetraploid versions of the AGO1 weak allele *ago1-27* and of the AGO5 alleles *ago5-1* and *ago5-5* and performed crosses with a wild-type diploid mother. The results of these pollinations revealed that paternal tetraploid *ago1-27* weakly, but nevertheless significantly increased triploid seed viability (Figure  3, C and D). Similarly, paternal tetraploid *ago5-1* and *ago5-5* significantly increased triploid seed viability and seed germination (Figure  3, C and D) to a similar level as *ago1*, suggesting that both function in the triploid block response. Thus, paternal AGO1 and AGO5 are part of the triploid block response potentially through their loading of miRNAs.

### miRNA activity against genes is reduced during pollen maturation

To uncover the dynamics of miRNA-regulated transcripts during pollen grain development, we aimed to identify the overall miRNA-targeted mRNAs in the uninuclear, binuclear, and mature pollen grain developmental stages, which represent the most characteristic stages in terms of miRNome diversity and AGO accumulation. To identify miRNA-targets, we made use of the characteristic cleavage activity of plant miRNAs, which leave a fingerprint of their cleavage activity on their target mRNAs (Addo-Quaye et al., 2008; Gregory et al., 2008; German et al., 2009). 

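PARE libraries hold the sequences that start at the 5′-P ends of cleaved or decaying RNAs. 2 libraries of uninuclear, 2 of binuclear and 3 of mature pollen were used, besides 1 library of rosette leaves. The authors deposited raw counts of each distinct sequence mapped to the TAIR10 genome, by their methods with up to 2 mismatches. In the leaf library 99.97% of the reads matched the genome exactly, against 76.9% to 91.9% in the pollen libraries. The uninuclear libraries held 17591398 and 25364673 reads, the binuclear libraries 6095362 and 8104441, the mature libraries between 42394258 and 76454813, and the leaf library 8500913. The level that 3 reads stand for ranged from 0.0392 to 0.492 RPM. Reads of 16 to 31 nt were placed where they matched the genome exactly, and 5′-P ends were counted at every such position. Of the sequences with a single genomic position, 99.53% to 99.99% read in the direction of the reference, which leaves the strand of a read unknown. The left end of a match was taken as the 5′ end at sites on the plus strand, and the right end at sites on the minus strand. A read from the opposite strand was thus counted by its 3′ end. Uninuclear and mature pollen were compared with a 2-sided exact permutation test, in which 2 libraries against 3 have 10 splits and a smallest possible p of 0.1, and single sites with edgeR's quasi-likelihood test.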

To that end, we generated and sequenced parallel analysis of RNA ends (PAREs) libraries as previously described (Zhai et al., 2014) from uninuclear, binuclear, and mature pollen grains (Supplemental Table S1). PARE is a technique that enriches AGO protein cleaved mRNAs with a polyA tail but without a 5′-cap for library preparation and sequencing and is conventionally used for miRNA-target identification (Addo-Quaye et al., 2008; Gregory et al., 2008; German et al., 2009). We focus our analysis on 143 high-confidence target sites that were represented in at least two bioreplicates of each of the tissues under study (Supplemental Table S2 and Supplemental Data Set S4).

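Of the 143 target sites in Supplemental Data Set S4, 142 were placed on the transcript of the listed gene in the annotation of TAIR10.1. A site was kept when the predicted cleavage position lay within 1 nt of the listed position, or when its mismatch penalty was at most 5 (mismatch 1, G:U pair 0.5). 132 sites in 132 genes, of 64 miRNA families, were kept, 67 of them within 1 nt of the listed position. At least 1 read end within 1 nt of the position was present for 109 and 100 sites in the uninuclear replicates, 12 and 13 in the binuclear replicates, and 75, 73 and 59 in the mature replicates.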

miRNAs regulate their target transcripts at the post-transcriptional level by inducing their cleavage and by inhibiting their translation (Yu et al., 2017). In other organisms, mRNAs targeted by miRNAs in the gametes increase their stability (Dallaire et al., 2018). We explored if a similar scenario may apply to Arabidopsis by analyzing the mapping of PARE reads for all miRNA-targeted mRNA reads relative to the miRNA target position. The distribution of 5′-P end reads in a 100-nt window from the identified target sites for all the pollen developmental stages analyzed showed that most of the targeting events resulted in cleavage of the target RNAs (Figure  4A) in opposition to the expected ribosome stalling-characteristic peaks caused by noncleavable miRNA targeting (Hou et al., 2016). Furthermore, miRNA-mediated cleavage was higher in uninuclear pollen compared to binuclear and mature pollen grains (4.39-fold between uninuclear and mature pollen at the predicted miRNA target position, profiles of the bioreplicates shown in Supplemental Figure S4A).

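The mean number of 5′-P ends per site was profiled over 100 nt on either side of the predicted cleavage position, and the mean within 1 nt of it was divided by the mean 50 to 100 nt away. This ratio was 3.6 and 6.94 in the uninuclear replicates, 0.0505 and 0.0421 in the binuclear replicates, and 0.875, 0.911 and 0.568 in the mature replicates. The leaf library gave 8.36. The highest position of the mean profile lay at the cleavage position in the leaf library, at -87 in both uninuclear and at -83 in both binuclear libraries. 1 site, that of miR391 in AT1G50990, supplied 84.7% and 96.1% of the ends at the highest position in the uninuclear libraries and more than 99.9% in the binuclear libraries. Without it, the ratio was 4.40 and 13.3 in the uninuclear libraries, whose highest position was then the cleavage position. In the binuclear libraries the ratio was then 4.41 and 3.45, and the highest position -20 in both. In mature pollen the highest position was -13 in replicates 1 and 2, from the miR5654 site in AT5G07410, and -24 in replicate 3, from the miR159 site in OPT1 (AT5G55930). The sites in AT1G50990 and AT5G07410 were singled out after their values were seen. Without the site concerned, the ratio in the mature libraries was 0.872, 0.700 and 1.22, and the highest position -40, -40 and -11. Of the ends within 10 nt of the position, 38.1% and 59.6% lay within 1 nt of it in the uninuclear libraries, and 12.6%, 12.7% and 6.72% in the mature libraries, where even spacing would give 14.3%. From the profile of 5′-P ends, the paper concludes that most targeting events lead to cleavage of the target RNA.

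**Figure D2:**
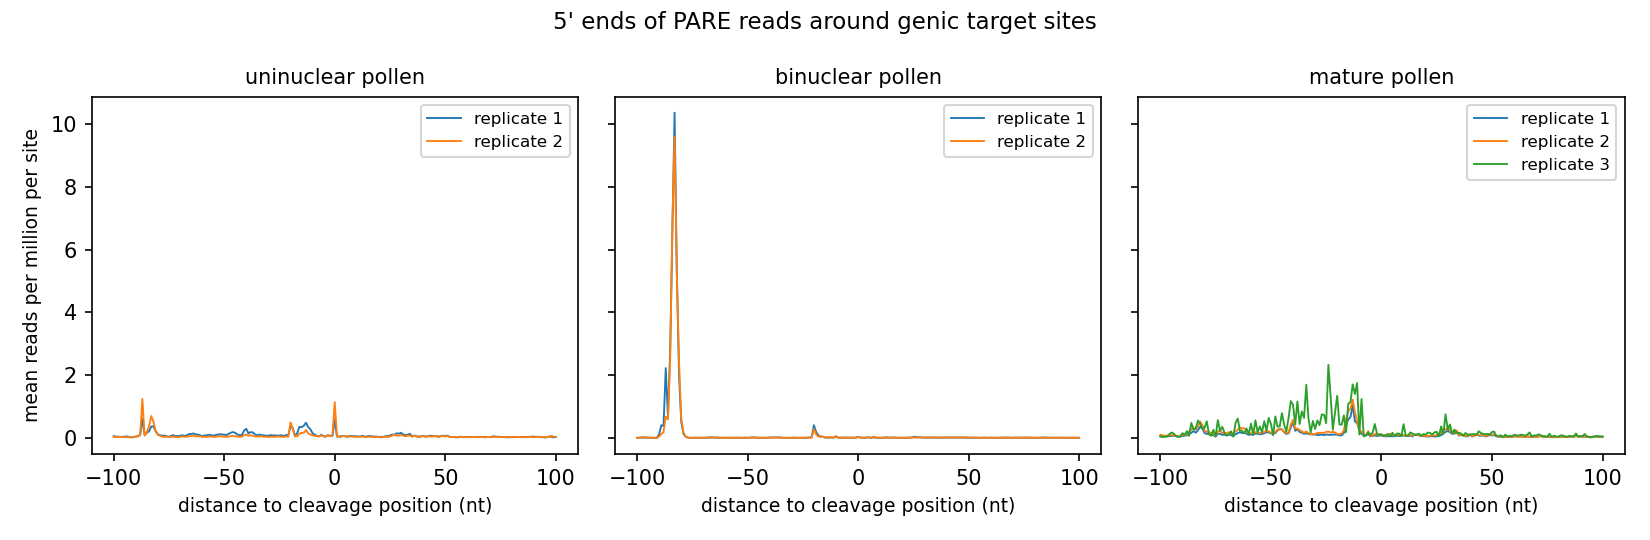
Mean 5′-P ends per site, in RPM, from 100 nt before to 100 nt after the predicted cleavage position of 132 genic target sites; 1 panel each for uninuclear, binuclear and mature pollen, 1 line per replicate. The highest position is -87 in uninuclear, -83 in binuclear and -13 or -24 in mature pollen.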

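Within 1 nt of the cleavage position, the mean over 132 sites was 0.695 and 1.30 RPM in the uninuclear libraries, 0.0472 and 0.0365 in the binuclear libraries, and 0.202, 0.297 and 0.267 in the mature libraries. The mean of uninuclear pollen was 3.92-fold that of mature pollen, with both uninuclear libraries above all 3 mature libraries (exact permutation test, 2-sided, p = 0.1, the smallest possible). The alternatives ranged from 0.759 to 17.4, the latter for the median over sites. The direction of the means changed with the wider window. Within 10 nt of the position uninuclear pollen was below mature pollen (2.00 against 2.64 RPM, exact permutation test, p = 0.8). The uninuclear libraries, at 1.82 and 2.19 RPM, lay within the range of the mature libraries, at 1.61, 2.35 and 3.97. At the position alone the ratio was 8.60, and relative to the reads on each transcript it was 4.14. Of the 113 sites with at least 10 ends within 10 nt over these libraries, 59 were higher in uninuclear and 4 higher in mature pollen at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 69 had an unadjusted p under 0.05. With TMM normalization over transcripts, 40 sites were higher in uninuclear and 40 in mature pollen, and with the reads of each transcript as offset 22 and 8. 58 of the 59 sites had every uninuclear library above every mature library. The lowest estimated log2 fold changes were at the sites of miR395 in GUN5 (AT5G13630), miR172 in TOE1 (AT2G28550) and miR156/miR157 in SPL11 (AT1G27360), where mature pollen had 0 ends, so that only falls of at least 47.9-fold, 45.2-fold and 44.2-fold are known. Within 1 nt lay 6 and 14 of the 48 and 54 uninuclear ends at GUN5. At TOE1 these were 51 and 44 of 51 and 47, and at SPL11 21 and 60 of 21 and 66. Reads on the GUN5 transcript numbered 4587 and 4922 in the uninuclear and 346, 301 and 65 in the deeper mature libraries. The fall at GUN5 was therefore not told apart from a fall of all reads on its transcript. The 4 sites higher in mature pollen included those of miR159 in SDG14 (AT3G61740), at least 1.36-fold higher, miR159 in OPT1 (log2 fold change 2.34) and miR407 in AT4G01670 (log2 fold change 2.17). The fourth, that of miR5644 in FLA3 (AT2G24450, log2 fold change 1.85), was named after its values were seen. Of these 4 sites, 0 were called higher in mature pollen with a 1-nt window. With the replicate number as a block 1 was called, without mature replicate 3 also 1, and with TMM normalization all 4.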

**Figure 4:**
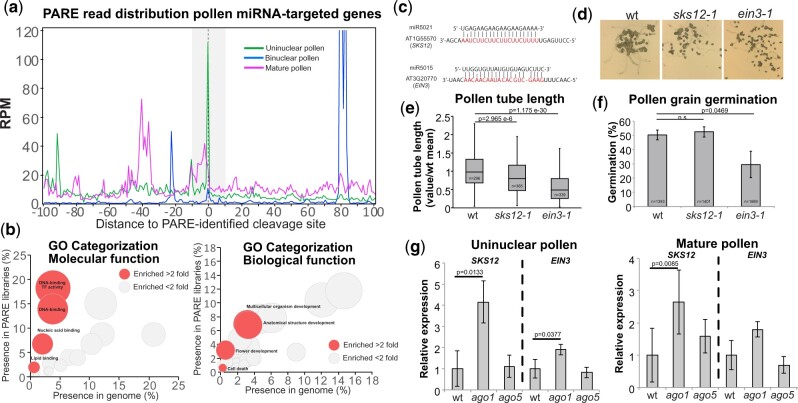
Analysis of miRNA genic targets in the uninuclear, binuclear and mature pollen grain identified by PARE sequencing. A, Distribution of 5′ ends of PARE reads around the predicted cleavage site (located at coordinate 0 in the *X*-axis) in a 100-nt window. Grey zone represents the physical position covered by the bound miRNA. B, Bubble graph depicting the GO term overrepresentation test for molecular (left) and biological (right) function. Bubbles in red indicate GO categories enriched two-fold or more. The diameter of the bubble indicates the number of genes present in that enriched category. C, Examples of two miRNA targets in our PARE analysis: SKS12-miR5021 and EIN3-miR5015. D, Representative pictures of pollen grain germination for wt and the *sks12-1* and *ein3-1* mutants. (E) Length of the pollen tube and (F) percentage of germination for in vitro germinated pollen grains for the genotypes indicated. Number of individual pollen grain measurements (*n*) is shown inside of each bar. G, Analysis of mRNA expression in uninuclear and mature pollen by RT-qPCR for two representative miRNA-targeted genes (*SKS12* and *EIN3*) in wt, *ago1*, and *ago5* mutants. Error bars in (F), (G), and (H) represent the standard deviation values for the three bioreplicates analyzed. *P*-value is the result of a standard *t* test with two tails and unequal variance. Whiskers in the box plots extent to the maximum and minimum values.

A global categorization of pollen miRNA-regulated transcripts (cleaved by miRNAs in the uninuclear, binuclear, or mature pollen) revealed that the majority are associated with molecular functions related to transcription factor and DNA binding activity and biological functions associated with organ development and growth, reproduction, and genetic/epigenetic regulation (Figure  4B;  Supplemental Table S2). 

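Ends within 10 nt of the predicted cleavage position were compared between uninuclear and mature pollen for genes with pollen functions (edgeR's quasi-likelihood test, adjusted over 113 sites). GRF1 (AT2G22840, chromosome 2, position 9729955, site TCGTTCAAGAAAGCCTGTGGAA of miR396) had 13 and 35 ends in the uninuclear libraries and 0 in all mature libraries, at least 24.1-fold lower (adjusted p = 2.2e-07, edgeR). GRF3 (AT2G36400, chromosome 2, position 15271755) had 7 and 24 ends against 1, 0 and 0, at least 15.8-fold lower (adjusted p = 1.5e-05, edgeR). GRF2 (AT4G37740, chromosome 4, position 17726414) had 6 and 12 ends against 0, at least 8.87-fold lower (adjusted p = 2.5e-05, edgeR). GRF8 (AT4G24150, chromosome 4, position 12538660) had 2 and 3 ends against 0 and too few for the test. AFB3 (AT1G12820, chromosome 1, position 4369094, miR393) fell from 0.810 ± 0.141 (SD, n = 2) to 0.0672 ± 0.0655 (n = 3) RPM (log2 fold change -3.50, adjusted p = 0.00395 from edgeR). UTR1 (AT2G02810, chromosome 2, position 803417, miR407) and the gene of BZIP34 (AT2G42380, chromosome 2, position 17647183, miR172) had log2 fold changes of 1.14 and 1.10 (adjusted p = 0.200 and 0.304 from edgeR). MYB101 (AT2G32460, chromosome 2, position 13783177, miR159) had a log2 fold change of 1.72 (adjusted p = 0.188 from edgeR) and 0 ends within 1 nt of the position in uninuclear pollen. With the reads of each transcript as offset, the log2 fold changes of UTR1 and MYB101 were -0.03 and -0.18.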

Interestingly, the pollen miRNA-targeted mRNAs included well-studied genes involved both in pollen-associated processes such as *GROWTH-REGULATING FACTOR 1/2/3/8* (*GRF1/2/3/8*), *ARABIDOPSIS TRITHORAX 3* (*ATX3*), *UDP-GALACTOSE TRANSPORTER 1* (*UTR1*), *BASIC LEUCINE_ZIPPER 34* (*AtbZIP34*), and *AUXIN SIGNALING F-BOX 3* (*AFB3*; involved in pollen maturation) or *LOST IN POLLEN TUBE GUIDANCE 1* (*LIP1*) and *MYB101* (involved in pollen tube germination; Cecchetti et al., 2008; Gibalova et al., 2009; Liang et al., 2013; Dong et al., 2015; Chen et al., 2017; Slane et al., 2017; Supplemental Table S2). miRNA-targeted genes increased their expression during pollen development following the opposite trend to miRNA activity (Supplemental Figure S4b). This trend was also the opposite to the majority of transcripts, which decrease their accumulation during pollen maturation (Honys and Twell, 2004). This indicates that there is a distinct and specific miRNA activity during pollen development that regulates genes involved in pollen grain development and germination.

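SKS12 (AT1G55570, chromosome 1, position 20759980) carries the site TTTTCTTCTTCTTCTTCTAA of miR5021. Within 10 nt of its cleavage position, 5′-P ends rose from 5.39 ± 3.53 (SD, n = 2) RPM in uninuclear to 16.6 ± 3.09 (n = 3) in mature pollen (log2 fold change 1.62, standard error 0.78, adjusted p = 0.0672 from edgeR's quasi-likelihood test). At the position itself, 13 and 1 ends were counted in the uninuclear and 44, 87 and 114 in the mature libraries, while the highest position of the transcript had 630 and 147 and 3099, 3633 and 2203 ends. The window of 10 nt held 200 and 51 of 27601 and 7109 transcript reads in the uninuclear libraries. In the mature libraries the window held 874, 1310 and 820 of 151949, 160567 and 84337. The rise at SKS12 was therefore not told apart from a rise of all reads on its transcript. EIN3 (AT3G20770, chromosome 3, position 7260868) carries the site TGAAGCTGCACATAACAACAA of miR5015. Its ends within 10 nt went from 1.40 ± 0.193 to 2.81 ± 0.539 RPM (log2 fold change 1.00, standard error 0.81, adjusted p = 0.287 from edgeR), and at the position itself 0 and 0 ends were counted in uninuclear and 6, 7 and 1 in mature pollen. With the reads of the transcript as offset, the log2 fold change at EIN3 was -0.10.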

To test the observation that miRNA activity regulates the expression of genes that are important for pollen development, we obtained homozygous mutants for two genes with uncharacterized role in pollen-associated processes that are regulated by miRNAs: *SKU5 SIMILAR 12* (*SKS12*, AT1G55570, mutant termed *sks12-1)* and *ETHYLENE-INSENSITIVE3* (*EIN3*, AT3G20770, *ein3-1*; Kieber et al., 1993; Figure  4C;  Supplemental Figure S4D), which are targeted specifically in pollen by miR5021 and miR5015, respectively (Supplemental Figure S4D and Supplemental Data Sets S4 and S5). We initially evaluated the ability of their mature pollen grains to germinate in vitro (Figure  4D). Measurement of pollen tube length and germination rate after 16 h of incubation indicated that while only *ein3-1* was significantly affected in the rate of pollen germination (Figure  4F), both mutants were significantly impaired in pollen tube growth (Figure  4E), including a second allele of *SKS12* (Supplemental Figure S4C).

To confirm that the activity of these genes is impaired by miRNA activity, we purified uninuclear and mature pollen grains from *ago1-27* and *ago5-1* mutants and analyzed the transcript levels of the target genes *SKS12* and *EIN3* by reverse transcription quantitative polymerase chain reaction (RT-qPCR)*.* The transcript levels of *SKS12* and *EIN3* were significantly increased in *ago1-27* in the uninuclear pollen grain, while only *SKS12* transcripts were significantly increased in the *ago1-27* mature pollen grain (Figure  4G). This result indicates that miRNA activity, potentially modulated by AGO1, regulates transcript levels during pollen development and specially in uninuclear pollen. Thus, we conclude that miRNA cleavage activity (potentially mediated by AGO1) takes place during pollen development and regulates the transcript levels of genes needed for processes that are important for pollen grain development and germination.

### miR845-targeted TEs progressively decrease their level of 24-nt sRNAs during pollen development

In plants, miRNAs are important post-transcriptional regulators of TEs (Creasey et al., 2014a; Borges et al., 2018). In particular, the miR845 family is involved in the biogenesis of epigenetically active siRNAs (easiRNAs) through the targeting of the primer binding site (PBS) of TEs (Borges et al., 2018). In Arabidopsis the miR845 family is composed by two members, miR845a and miR845b, which are 21 and 22 nt in length, respectively (Borges et al., 2018). Analysis of their presence in our pollen-development sRNA libraries showed that the two members of the miR845 family increased their accumulation, especially miR845a which increased its accumulation by 2.7-fold from uninuclear to mature pollen (Figure  5A). 

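miR845a (CGGCTCTGATACCAATTGATG, chromosome 4, 12217457 to 12217477) and miR845b (TCGCTCTGATACCAAATTGATG, chromosome 4, 12214086 to 12214107) both lie on the minus strand of TAIR10.1. miR845a accumulated to 1392 ± 1058 (SD, n = 2) RPM in uninuclear, 2709.7 ± 2578 in binuclear, 6109 ± 2045 in trinuclear and 4021 ± 801 in mature pollen, a ratio of mature to uninuclear means of 2.89 (exact permutation test over the stages, p = 0.166). miR845b went from 1148 ± 613 in uninuclear to 1998 ± 427 in mature pollen, a ratio of 1.74 (exact permutation test, p = 0.537). As a share of miRNA reads, miR845a rose from 10.3% to 30.4% (exact permutation test, p = 0.0103) and miR845b from 8.89% to 15.1% (p = 0.386).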

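Of the reads assigned to miR845a, 99.7% had the annotated length of 21 nt in uninuclear, binuclear and trinuclear pollen and 97.1% in mature pollen. Of those assigned to miR845b, the annotated length of 22 nt was found for 98.96%, 98.8%, 98.9% and 98.4% at the 4 stages. Over the 8 libraries these shares ranged from 97.1% to 99.8% for miR845a and from 98.3% to 99.1% for miR845b. The fall of miR845a in mature pollen was larger than the spread between replicates, whose SD was at most 0.0841, but followed no order over the stages (exact permutation test, p = 0.166). Reads with an end more than 2 nt from the annotated end were not counted.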

Both miRNAs did not seem to be affected by fluctuations of the processing precision and were of the expected size at all stages of development (Supplemental Figure S5A). 

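In the AGO1 IP, miR845a reads outnumbered miR845b reads 1.68-fold and 1.73-fold in the uninuclear replicates and 1.32-fold in mature pollen. In the AGO5 IP, the ratio of miR845a to miR845b was 3.61 and 2.07 in the uninuclear replicates and 7.10 in mature pollen. The inputs had ratios of 1.04 and 1.44 in uninuclear pollen, and of 2.49 and 2.21 for the mature AGO1 and AGO5 inputs.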

Interestingly, the 5′-terminal nucleotide of miR845a and miR845b (C and U respectively, Figure  5B) suggests a preferential loading in AGO5 and AGO1, respectively (Mi et al., 2008). 

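In the mature AGO5 IP, miR845a made up 73.3% (95% Wilson interval 72.8 to 73.8) of the reads of enriched families and miR845b 10.3% (9.97 to 10.7). In the mature AGO1 IP, miR845a made up 32.1% (31.7 to 32.5) and miR845b 24.3% (24.0 to 24.7). In uninuclear pollen, the share of miR845a was 59.7% (58.6 to 60.8) and 17.0% (13.3 to 21.4) in the AGO5 IP replicates, and 29.4% (29.0 to 29.7) and 22.5% (21.6 to 23.5) in the AGO1 IP replicates. Over all miRNA reads in place of those of enriched families, the share of miR845a in the mature AGO5 IP was 58.8%.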

We analyzed if this predicted differential loading was detectable in our AGO1 and AGO5 IP sRNA libraries and, indeed, AGO5 showed a clear preferential loading of miR845a at the mature pollen stage (77% of AGO5-enriched IPed miRNA sequences, Figure  5C).

**Figure 5:**
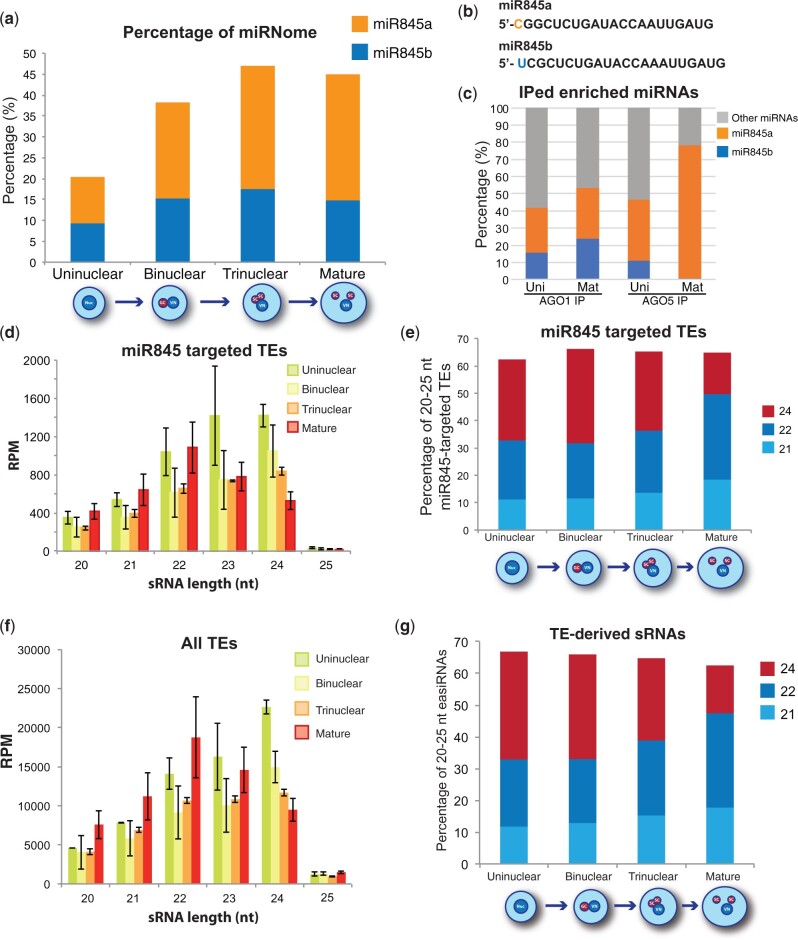
Analysis of miR845 dynamics and its target TEs during pollen development. A, Accumulation percentages for miR845a and b during pollen development. B, Sequence comparison of miR845a and miR845b with the 5′ nucleotide highlighted. C, Percentage of the impact of miR845a and miR845b on total AGO1 and AGO5 immunoprecipitated miRNAs. D, Accumulation size profile of TE-derived siRNAs of predicted miR845-targeted TEs. E, Accumulation of 21-, 22-, and 24-nt sRNAs from miR845-targeted TEs during pollen development shown as percentages of total 20–25-nt sRNAs derived from those TEs. F, Accumulation profile of all TE-derived sRNAs. G, Accumulation of 21-, 22-, and 24-nt sRNAs from TEs during pollen development shown as percentages of total 20–25-nt easiRNAs.

Members of the miR845 family were proposed to trigger Pol IV-dependent easiRNA biogenesis during meiosis or early gametogenesis (Borges et al., 2018). Analysis of easiRNAs derived from miR845-targeted TEs indicates that easiRNAs accumulated to high levels already at the uninuclear stage (Figure  5D), consistent with recently published work (Wang et al., 2020). 

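Small RNAs were counted within 500 nt of 193 genomic sites complementary to miR845a or miR845b with a penalty of at most 4 that lay in no annotated gene or in a pseudogene, and which together covered 192219 bp. The sites stood in for miR845-targeted TEs, because the reference annotation used here gave no TE coordinates. 24-nt reads around them were at 210.5 ± 26.5 (SD, n = 2) RPM in uninuclear, 102 ± 39.8 in binuclear, 71.9 ± 0.160 in trinuclear and 39.7 ± 10.4 in mature pollen (exact permutation test, p = 0.000794). 22-nt reads were at 115 ± 22.4, 50.9 ± 1.05, 58.9 ± 9.12 and 88.4 ± 20.1 RPM (exact permutation test, p = 0.902).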

As expected from its preferential loading into AGO1, miR845b-targeted TEs produced easiRNAs earlier and to a greater extent than miR845a targets (Supplemental Figure S5B). Interestingly, during pollen grain development, there was a gradual transition from a majority of 24 nt at the uninuclear stage to a majority of 22 nt at pollen maturity (Figure  5, D and E), a feature that was exclusive for TE-derived sRNAs since total sRNAs did not follow this trend (Supplemental Figure S5B).

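Around the miR845-complementary sites, the share of 24-nt reads among those of 20 to 25 nt was 36.4% ± 2.88 (SD, n = 2) in uninuclear, 37.0% ± 9.07 in binuclear, 26.7% ± 1.93 in trinuclear and 14.4% ± 0.468 in mature pollen (exact permutation test, p = 0.0103). The 22-nt share was 19.7% ± 0.172, 19.0% ± 3.28, 21.8% ± 1.85 and 32.3% ± 2.22 (exact permutation test, p = 0.0246). The alternative that moved this most was counting each distinct sequence once, with which the 24-nt share fell by 11.8 percentage points in place of 22.0 (exact permutation test, p = 0.166). Among all mapped reads, the 24-nt share fell from 22.0% ± 2.26 in uninuclear over 16.3% and 14.0% to 11.8% ± 0.854 in mature pollen (exact permutation test, p = 0.000794), and the 22-nt share went from 17.4% to 15.2% (p = 0.386). Reads on genes, on rRNA and tRNA, and on organelle genomes had 24-nt shares that went from 25.5% to 11.5%, from 16.0% to 13.3% and from 15.3% to 5.93%. A single 20-nt organelle sequence stood at 40601 and 20968 RPM in the mature replicates, against 458 and 336 in the uninuclear replicates. Such a sequence lowers the 24-nt share of the organelle reads by itself. On genes, unlike among all mapped reads, the 22-nt share rose, from 18.2% to 22.3% (exact permutation test, p = 0.0246). Pseudogenes were counted among these genes, and 27 of the 193 sites that stood in for miR845-targeted TEs lay in pseudogenes. TE-derived reads were therefore not kept out of the reads on genes. For this reason the rise on genes cannot test whether the change was exclusive to TEs. From a comparison with total small RNAs, the paper states that the passage from 24-nt to 22-nt reads was exclusive to TE-derived small RNAs.

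**Figure D3:**
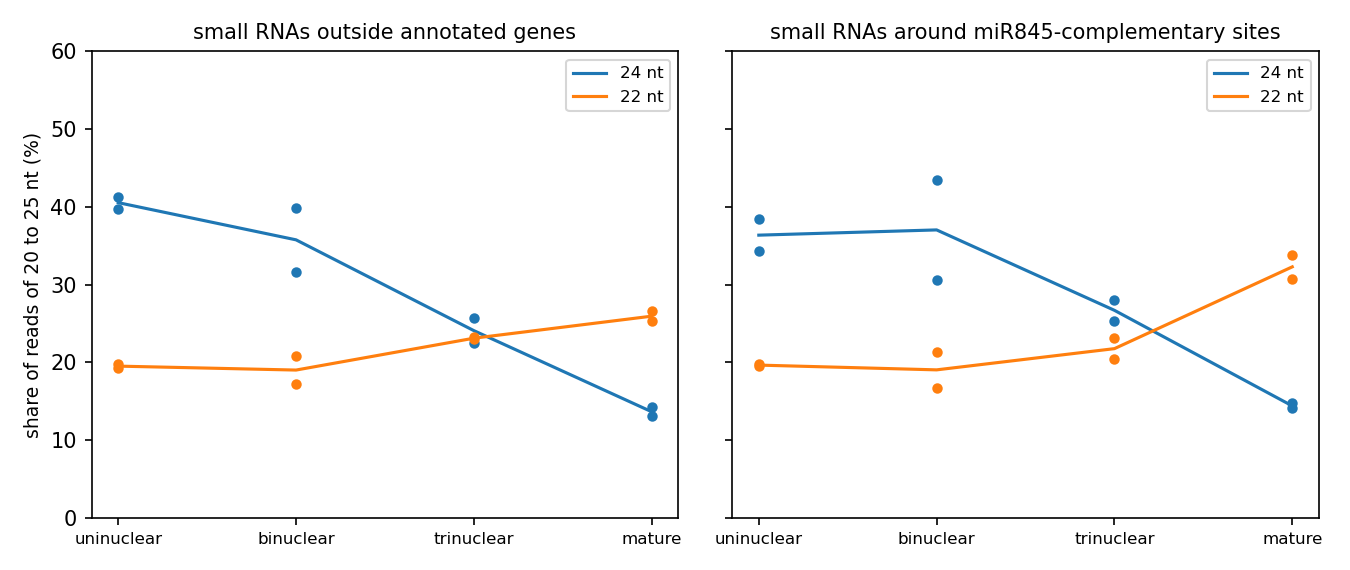
Share of 22-nt and 24-nt reads among small RNA reads of 20 to 25 nt, in percent, by developmental stage, outside annotated genes and around miR845-complementary sites; points are libraries and lines connect the means of the 2 replicates. The 24-nt share falls to 13.7% outside genes and 14.4% around the sites in mature pollen.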

This tendency of losing 24-nt sRNAs during pollen grain development was common for all TEs and independent of the presence of a miR845 target site (Figure  5, F and G). This might indicate that either all TEs are targeted by a similar mechanism, or that miR845 is able to induce a silencing cascade that extents to the majority of TEs in the pollen grain. 

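Outside annotated genes, the 24-nt share went from 40.6% ± 1.10 (SD, n = 2) in uninuclear over 35.8% ± 5.81 and 24.1% ± 2.30 to 13.7% ± 0.865 in mature pollen (exact permutation test, p = 0.00317). The 22-nt share rose from 19.5% ± 0.361 to 25.95% ± 0.953 (exact permutation test, p = 0.0103). In RPM, 24-nt reads outside genes went from 40898 ± 16065 to 5856 ± 974 and 22-nt reads from 19527 ± 6842 to 11254 ± 2972. With reads at a single genomic position alone, the 24-nt share fell by 28.8 percentage points (exact permutation test, p = 0.000794).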

To better understand this, we analyzed TE-derived sRNAs in *MIR845B* mutant pollen sRNA libraries (Borges et al., 2018). This analysis showed that TE-derived 21/22-nt sRNAs were reduced when miR845b accumulation was impaired (Supplemental Figure S5C), indicating that miR845b globally affects the generation of 21/22-nt sRNAs from TEs. However, we cannot exclude that a potential degradation of AGO4-24 nt sRNA complexes might be taking place during pollen development biasing the presence of TE-derived 21/22 sRNAs, as recently suggested (Panda et al., 2020). Overall, these results show that TEs tend to lose 24-nt sRNAs while gaining 21/22-nt sRNAs during pollen development in line with an increase of the accumulation of miR845 family members, specially miR845a, which is preferentially loaded into AGO5.

### TE-targeting activity mediated by miRNAs increases during pollen development

Next, we analyzed miRNA activity against TEs during pollen development. Using the same stringent parameters used for genic miRNA targets, miR845 activity was identified in individual bioreplicates. As expected from the higher accumulation of miR845a in the mature pollen grain, we identified a higher number of targeting events in the mature pollen compared to uninuclear pollen (Figure  6A). These targeting events include the nonstandard target position of miR845 at the tRNA-Met PBS of several ATGP and ATCOPIA elements as previously predicted (Borges et al., 2018; Figure  6B;  Supplemental Data Sets S6 and S7 and Supplemental Figure S6, A–C). 

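TE target sites were not placed, and the 193 genomic sites complementary to miR845 were examined in the PARE libraries instead. Read ends within 1 nt of the predicted cleavage position came from 0 and 1 reads in the uninuclear libraries, 0 and 0 in the binuclear libraries, and 1, 2 and 4 reads in the mature libraries. The only read of uninuclear replicate 2, ATCAGAGCGATTACGGTTCT, matched 17 genomic positions and was counted at 17 sites. None of the sites had 2 or more ends within 1 nt in any library. Numbers this small did not allow a difference between the stages to be detected. Since the strand of a read was not known, some of the counted ends may be 3′ ends.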

Using similar target prediction parameters as Creasey et al. (2014b) allowed us to identify a higher number of TEs targeted by the miR845 family in our PARE libraries compared to more stringent parameters (Supplemental Data Set S8 including several TEs previously predicted by Borges et al. (2018)). Analysis of the distribution of PARE reads for these miR845-targeted TEs indicated that miR845 cleavage activity was slightly higher in the mature pollen compared to the uninuclear pollen (2.3-fold higher on average at the predicted target site, Figure  6C replicates shown in Supplemental Figure S6A).

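Within 1 nt of the cleavage position of the 193 sites, the mean was 0.00250 ± 0.00354 (SD, n = 2) RPM in uninuclear and 0.000325 ± 0.000217 (n = 3) in mature pollen (exact permutation test, 2-sided, p = 0.4). Within 10 nt it was 0.0244 ± 0.00335 in uninuclear and 0.0389 ± 0.0147 in mature pollen, 1.59-fold higher (exact permutation test, p = 0.3). With each read counted once within 1 nt, an alternative chosen after seeing the data, mature pollen was also the higher, at 0.000234 against 0.000147 RPM per site (exact permutation test, p = 0.7). The binuclear libraries, at 0.150 and 0.144 RPM within 10 nt, were above all others.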

**Figure 6:**
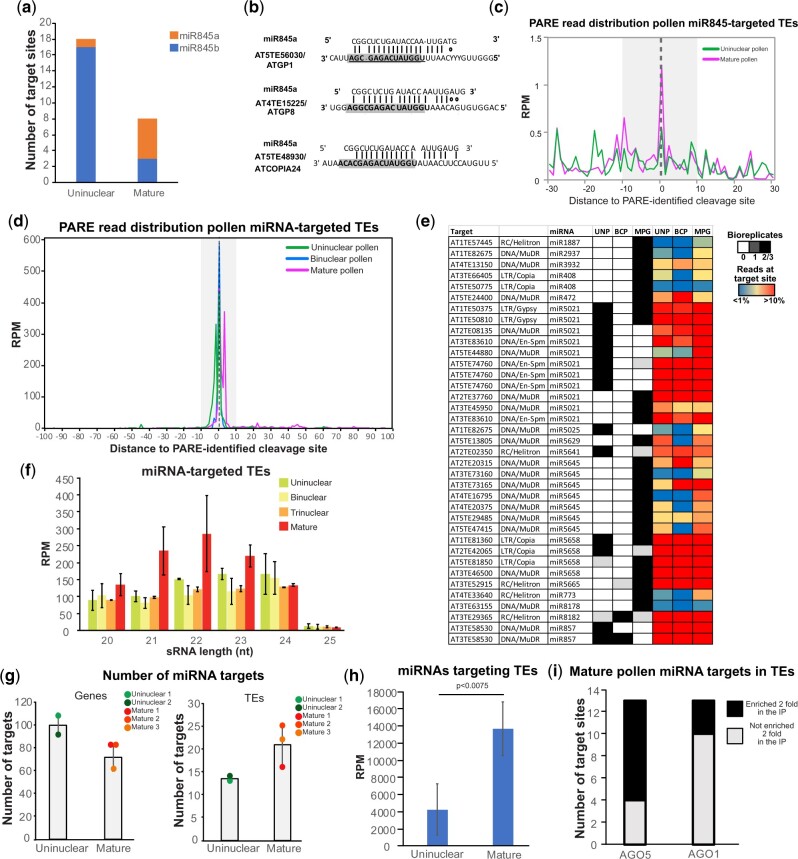
Analysis of miRNA TE targets in the uninuclear, binuclear, and mature pollen grain identified by PARE sequencing. A, Number of miR845a- and miR845b-targeted TEs identified in uninuclear and mature pollen grain PARE libraries using high-confidence parameters. B, Representative examples of miR845a targeting positions in TEs. The location of the two different PBSs is highlighted in gray. C, Distribution of 5′-ends of PARE reads around the confirmed miR845-targeted TEs cleavage site (located at coordinate 0 in the *X*-axis) in a 30-nt window. Gray zone represents the physical position covered by the bound miRNA. D, Distribution of 5′-ends of PARE reads around the confirmed miRNA-targeted TEs cleavage site (located at coordinate 0 in the *X*-axis) in a 100-nt window. Gray zone represents the physical position covered by the bound miRNA. E, High-confidence identified miRNA-targeted TEs in PARE libraries. Target TE and its associated miRNA are indicated together with a heatmap of the presence of the target site in the different number of unicellular or mature PARE libraries in different shades of gray, and the level of accumulation of PARE reads in a 20-nt window surrounding the miRNA target site compared to the total accumulation of PARE reads for that gene for each individual bioreplicate studied with a blue-red gradient. F, Accumulation size profile of TE-derived siRNAs of PARE identified miRNA-targeted TEs. G, Number of targeted genes (left) and TEs (right) in uninuclear and mature pollen PARE libraries. Values for each bioreplicate are shown. H, Total accumulation values (in reads per million) of TE-targeting miRNA families (shown in (B) and including miR845) in uninuclear and mature pollen sRNA libraries. *P*-value was obtained using a paired *t* test. I, Number of identified TE-miRNA target sites in the mature pollen grain enriched more than two-fold (black) or not enriched (white) in AGO5 and AGO1.

Following the same stringent detection parameters used for the detection of genic miRNA targets (target sites that were represented in at least two bioreplicates of each of the tissues under study), we identified 31 miRNA-targeted TEs (37 miRNA-targeting events, Figure  6, D and E), strongly suggesting that Pol II transcribes these TEs (since they are detected by PARE sequencing). 

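Reads of miR5021 (TGAGAAGAAGAAGAAGAAAA) were 0 in all 8 small RNA libraries and all 10 AGO IP and input libraries. miR5645 had 9 reads in the small RNA libraries and 2 in the AGO libraries, both in the mature AGO5 IP. miR5658 had 6 and 2 reads, the latter both in the uninuclear AGO5 IP. With up to 2 mismatches to the mature miRNA, miR5021 had 32 reads in the small RNA libraries and 10 in the AGO libraries, miR5645 had 19 and 2, and miR5658 had 198 and 25. Without mismatches, the 3 families were below the 10 reads needed for the test of the IPs.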

Interestingly, these TEs were targeted mostly by pollen-specific miRNAs like miR5021, miR5658, and miR5645 (Figure  6E), which were enriched or only detected in AGO1 and AGO5-IPed sRNA libraries from uninuclear pollen grains (miR5021, miR5645, and miR5658) and/or identified also in AGO5-IPed sRNAs from mature pollen grains (miR5021 and miR5658; Supplemental Data Set S3).

To confirm that the activity of these TEs is impaired by miRNA activity, we purified uninuclear and mature pollen grains from *ago1-27* and *ago5-1* mutants and analyzed by RT-qPCR the transcript levels of the TEs *AT5TE48930* (targeted by miR845) and *AT5TE81850* (targeted by miR5658)*.* The transcript levels of the two miRNA-targeted TEs were significantly increased in *ago5-1* in the uninuclear pollen grain, and additionally *AT5TE48930* was significantly increased in *ago5* mature pollen grain (Supplemental Figure S6B). This indicates that miRNA activity, potentially mediated by AGO5, regulates TE transcript levels.

miRNA-targeted TEs produced high levels of 21/22-nt sRNAs even at the uninuclear stage, but their maximum production took place at the mature stage (Figure  6F), revealing a potential increased activity of miRNAs against this group of TEs at pollen maturity. Supporting the notion that this group of TEs is bonafide miRNA targets, their sRNA production decreased in *dcl1*, *dcl2/4*, and *dcl1/2/4* (Supplemental Figure S6D). This group of TEs did not show differences in their DNA methylation levels compared to the rest of TEs (Supplemental Figure S6E), suggesting that miRNA targeting does not seem to have consequences for their DNA methylation levels. Altogether, our data point to the existence of Pol II-transcribed TEs during pollen epigenetic reprogramming that are regulated by miRNAs more actively in the mature pollen grain.

Finally, to understand the dynamics of miRNA targeting of TEs during pollen development, we studied in detail their accumulation patterns in our sRNA libraries from AGO immunoprecipitates at different stages of pollen development. High-confidence TE target sites increase their presence in mature pollen compared to uninuclear pollen, while the opposite happens for genic target sites (Figure  6G). This indicates that the activity of miRNAs against TEs is higher in the mature pollen grain. 

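A genic site was taken as detected when at least 2 ends lay at its cleavage position and their number exceeded the mean per nt of the transcript. Of 132 genic sites, 76 and 68 were detected in the uninuclear libraries, 4 and 5 in the binuclear libraries, and 28, 32 and 14 in the mature libraries, although these were the deepest. Thinned to the depth of the smaller uninuclear library, the mature libraries had on average 14.2, 14.0 and 9.19 detected sites. The cleavage position was the highest of the transcript at 28 and 31 sites in uninuclear and at 5, 6 and 2 sites in mature pollen.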

In parallel with the increase of targeting events in TEs, miRNAs targeting TEs increased their accumulation during pollen development (Figure  6H, *P* < 0.0075). Furthermore, miRNA target sites present in TEs in mature pollen belonged mainly to miRNAs that were enriched at least two-fold in mature pollen grain-accumulating AGO5 (69.2% of all target sites, Figure  6I). 

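The 17 miRNA families named with TE target sites in the paper, 12 of which had reads, accumulated to 2564 ± 1681 (SD, n = 2) RPM in uninuclear, 4466 ± 4345 in binuclear, 9689 ± 3193 in trinuclear and 6112 ± 1240.3 in mature pollen (exact permutation test, p = 0.386). miR845 supplied most of these reads. Without it, the families accumulated to 24.8 ± 11.3, 23.7 ± 7.00, 32.8 ± 2.90 and 91.9 ± 12.1 RPM (exact permutation test, p = 0.0246).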

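The 37 TE target sites of Supplemental Data Set S7 belonged to 16 miRNA families. 11 of them (29.7%) belonged to families enriched more than 2-fold in the mature AGO5 IP, namely miR3932, miR5025, miR5629, miR5645 and miR8178, and 4 (10.8%) to families enriched in the mature AGO1 IP. In the mature AGO5 IP these 5 families had 3, 4, 1, 2 and 1 reads. The paper proposes that AGO5 in mature pollen leads miRNA activity against TEs.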

All these lines of evidence indicate that AGO5 accumulation in the mature pollen SCs might influence the global population of miRNAs and lead their activity against TEs in the gamete cells. In summary, our data show that during pollen development there is a switch of miRNA activity towards increased TE-targeting in the mature pollen grain that is mainly mediated by miRNAs loaded into AGO5.

## Discussion

The pollen grain undergoes transcriptional and epigenetic reprogramming during its transition to maturity, but whether the first is a consequence of the latter is unknown (Honys and Twell, 2004; Slotkin et al., 2009; Calarco et al., 2012; Feng et al., 2013). Through the use of a technically challenging protocol for pollen developmental stage separation combined with high-throughput sRNA sequencing, PARE sequencing from uninuclear, binuclear and mature pollen grain pollen developmental stages and AGO immunoprecipitation followed by sRNA sequencing from uninuclear and mature pollen grains we have: (1) identified the characteristics of the miRNome during pollen grain development; (2) determined the miRNA populations loaded into the main AGO proteins in the pollen grain, AGO1 and AGO5; (3) identified miRNA targets (both TEs and genes); and (4) identified the involvement of both AGO1 and AGO5 in the triploid block. Our data reveal that the miRNome experiences a transition during pollen development from a miRNome involved in the control of transcripts associated with pollen development and germination to a miRNA population focused on the post-transcriptional control of TEs (Figure  7).

**Figure 7:**
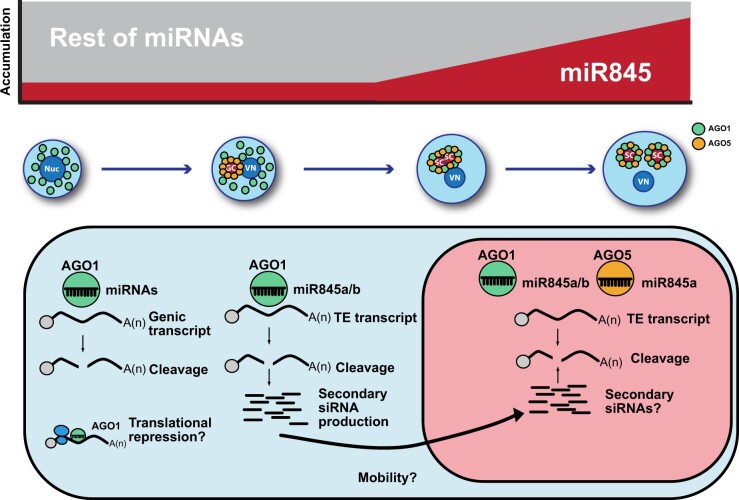
Model for miRNome changes during pollen development. miRNA populations change during pollen development and are influenced at maturity by the increased presence of miR845, in line with the increased accumulation of AGO5. The lower part shows the distinct functionality of the two main miRNA effectors, AGO1 and AGO5. While AGO1 is able to target both genes and TEs, AGO5 mainly targets TEs due to its preferential loading of miR845a. Furthermore, AGO1 loading of miR845b (which is 22 nts in length) might induce the production of mobile TE-derived siRNAs. These secondary siRNAs might help to target other TEs in the SCs or might inhibit the establishment of DNA methylation via targeting of Pol IV transcripts.

This duality of miRNA activity is highlighted in our work through sRNA sequencing and identification of miRNA-targeted mRNAs through PARE sequencing, which show their importance in the regulation of both genes and TEs (Figures  4 and 6). Interestingly, our PARE and sRNA data indicate that these two activities are partially restricted during pollen development to the uninuclear pollen (gene regulation) or mature pollen (TE regulation).

During pollen maturation, genes targeted by miRNAs (identified by PARE sequencing) were functionally associated with processes related with pollen development and germination and increased their expression in the mature pollen stage (Figure  4B;  Supplemental Figure S4B). This could be explained by two different mechanisms: (1) miRNAs increase the stability of their target transcripts, as previously observed in *C. elegans* (Dallaire et al., 2018) or (2) miRNA activity against genes is higher at the uninuclear stage and is reduced in the mature pollen grain. According to our data we favor the second mechanism since several pieces of evidence indicate that miRNA activity is higher in the uninuclear pollen: (1) the miRNome is more diverse in the uninuclear pollen (Figure  1D); (2) reduction of miRNA activity using a weak *dcl1* allele or via the expression of the P19 viral silencing suppressor in the VC reduced pollen grain viability and germination (Figure  3, A and B); (3) PARE data indicate that miRNA targeting events induced the cleavage of their target mRNAs mainly in the uninuclear pollen (Figure  4A); and (4) transcript levels of selected miRNA targets affecting pollen development (*SKS12* and *EIN3*) were upregulated in an *ago1* mutant mainly in the uninuclear pollen (Figure  4G). Furthermore, AGO1 localization and miRNA activity in the VC at the uninuclear and binuclear stages are in line with the known role of the VC in the regulation of pollen development and germination, which is independent of the presence of SCs (Glockle et al., 2018).

In summary, our data show that during pollen development miRNA activity against genes is more active in the uninuclear pollen, affects genes important for pollen development and germination and is probably regulated by AGO1 in the VC. Furthermore, our PARE sequencing analysis indicates that miRNA gene-targeting activity decreases in mature pollen (Figure  4A;  Supplemental Table S2). This decrease of activity might be linked to the accumulation of AGO1 in the SCs at later stages of pollen development. Additionally, our PARE analysis identified several components of the miRNA pathway that are regulated by miRNAs and have activity in the mature pollen grain including AGO1 (miR168), AGO2 (miR403), and RS41 (miR447). We hypothesize that miRNA gene-targeting role could also be self-regulated by the miRNA pathway itself. However, we cannot exclude that, by an unknown mechanism, miRNA activity mediated by AGO1 switched from inducing cleavage of their target mRNAs in uninuclear pollen to induce their translational repression in the mature pollen grain as previously demonstrated (Grant-Downton et al., 2013) and/or that RNA degradation is very active in the mature pollen grain, which would hide the presence of miRNA-mediated cleavage events in PARE libraries. Nevertheless, our data might indicate that higher miRNA activity in uninuclear pollen could serve to avoid premature expression of important pollen germination or maturation genes in the unicellular stage, in a similar way to the role of miRNAs in embryo development (Nodine and Bartel, 2010). Our work has also identified a number of biological processes and candidate genes associated with pollen development that provide a platform for future reverse genetic studies.

Additionally, we have explored the influence of miRNAs on the regulation of TEs in the pollen grain. During pollen grain development the miR845 family members (miR845a and miR845b) increase in abundance (Figure  1D). This increase likely results in the preferential loading of miR845a into AGO5, a highly abundant AGO protein in the SCs (Figures  2, A and 5, C). miR845 members have been proposed to target Pol IV transcripts of several retrotransposons and induce the production of 21/22-nt easiRNAs from those transcripts (Borges et al., 2018; Martinez et al., 2018). Our analysis demonstrates that indeed simultaneous to the increase in the accumulation of miR845 members during pollen development, there is a parallel decrease of 24-nt sRNAs from their targets and a progressive increase of 21/22-nt sRNAs (Figure  5, D and E), potentially a consequence of their targeting. Indeed, our PARE analysis identified several TEs targeted by miR845a and miR845b, which have higher activity in mature pollen (Supplemental Data Set S6; Figure  6, D and F). Furthermore, PARE-identified TEs that are miRNA targets have high levels of accumulation of 21/22-nt sRNAs, which are at a maximum level in the mature pollen grain (Figure  6C). Interestingly, the preferential loading of miR845 by AGO5 correlates with general low levels of CHH methylation of TEs in the SCs (Calarco et al., 2012). Due to the detection of miR845 activity via PARE sequencing, we speculate that miR845 increased presence in the SCs could be a way to regulate transcriptional reactivation of TEs in the gametic cells. Alternatively, due to the proposed role of miR845 in targeting Pol IV transcripts (Borges et al., 2018), it is also plausible that the increased presence and activity of this miRNA in the SCs upon AGO5 loading might also impair CHH methylation establishment. Interestingly, both AGO1 and AGO5 are required for establishing the triploid block-induced seed collapse (Figure  3, C and D), which might be the consequence of their redundant ability to load miR845 family members.

Together with this, our PARE sequencing and analysis has identified a series of TEs transcribed by Pol II and regulated by miRNAs, which induce the production of 21/22-nt sRNAs from their transcripts (Figure  6, D–F). We speculate that miRNA-targeting of these TEs might be a safeguard mechanism counteracting spurious TE expression (Supplemental Figure S6B). Alternatively, or in parallel, miRNA targeting might produce TE-derived secondary sRNAs, which could be transmitted from the VC to the SCs (Martinez et al., 2016), to protect the SCs against spurious expression of TEs or to target Pol IV transcripts and maintain low levels of CHH methylation in the SCs. Our analysis also highlights an interesting fact about miRNA activity in the pollen grain: while AGO5 loads preferentially 21-nt miRNAs, AGO1 can load miRNAs ranging from 20 to 22 nt in length (Figure  2E). miRNAs of 22 nt are known to induce the production of secondary sRNAs (Chen et al., 2010; Cuperus et al., 2010), which are the class of sRNAs identified as mobile between the VC and the SCs (Martinez et al., 2016). It is plausible to speculate that this relaxation on the size selection of miRNAs by AGO1 leads to a production of mobile secondary sRNAs.

In summary, our work highlights the relevance of miRNAs for the developmental and epigenetic events that occur during pollen grain development in Arabidopsis. The pollen grain needs to face the duality of organizing the transcriptome and epigenome of the newly established gametes in the SCs, while accomplishing a complex developmental program that culminates in the germination of the pollen tube and the successful transfer of the male gametes to the female gametophyte. In mouse and human cell lines, changes in DNA methylation and miRNAs are an important part of the reprogramming of cells to pluripotency (Anokye-Danso et al., 2011; Lin et al., 2011; Miyoshi et al., 2011; von Meyenn et al., 2016), which might be linked to a potential miRNA control of DNA methylation, cell cycle transitions, and regulation of apoptosis (Fabbri et al., 2007; Leonardo et al., 2012). Our data show that during the maturation of the Arabidopsis male gametophyte the main AGO proteins AGO1 and AGO5 are responsible for the regulation of gene (AGO1) and TE (AGO1 and AGO5) transcript levels (Figure  7). The lack of activity of miRNAs against gene transcripts and the appearance of AGO5 at later stages of pollen development (with a preferential loading of miR845a and other miRNAs that shape the mature pollen grain miRNA profile, Figure  2G) explain the switch of the miRNome toward TE control (Figures  2, G and 6, D, H, I). Hence, our work provides insights that the complexity of the orchestration of the miRNome is not exclusive of mammalian reprograming for pluripotency, but also takes place during reproductive development in plants.

## Materials and methods

### Plant material

*Arabidopis thaliana* plants were grown under standard long-day conditions (16-h light and 8-h dark) in a growth chamber illuminated with fluorescent tubes (Philips F25T8/TL841 25 watt tubes with a light intensity of 130 μmol m^−2^ s^−1^) at 22 °C. Plants were sown into potting soil (S-Jord, Hasselfors Garden). The mutant alleles used in this study were *ein3-1* (NASC accession number: N8052), *sks12-1* (SALK_061973), *sks12-2* (SALK_009750), *ago5-1*, *ago5-5*, *ago1-52* (Ler background), and *ago1-27.* The *KRP6pro:P19-RFP* transgene construction, plant transformation and selection were performed as described in Martinez et al. (2016). Primers used for cloning are shown in Supplemental Table S3.

### Total RNA, sRNA RNA gel blot, AGO immunoprecipitation, and sRNA/PARE library construction

Total RNA was isolated using TRIzol reagent (Life Technologies). For miRNA RNA gel blot detection 20 μg of total RNA were loaded in each lane for pollen developmental stage RNA gel blots. sRNA gel electrophoresis, blotting, and cross-linking were performed as described in Pall and Hamilton (2008). The AGO1 and AGO5 proteins were immunoprecipitated using commercially available polyclonal AGO1 (AS09 527) and AGO5 (AS10 671) antibodies (Agrisera AB). AGO immunoprecipitated sRNA libraries were constructed as indicated in McCue et al. (2012) adapted to pollen tissue. PARE libraries were constructed following the protocol described in Zhai et al. (2014) adapted to pollen tissue and using mRNA enriched fractions obtained with the NEB Magnetic mRNA Isolation Kit. All sRNA libraries were made using the NEBNext Small RNA Library Prep Set for Illumina (New England Biolabs) following the manufacturer’s instructions and using gel-enriched sRNAs as described in Martinez et al. (2016).

### Pollen grain separation, germination, viability test, and microscopy

Pollen grain separation was performed as described in Dupl'akova et al. (2016). The pollen developmental stages used for sRNA sequencing correspond to the fractions termed B1 (Uninuclear), B3 (Binuclear), and A3 (Trinuclear). Pollen germination was determined using the media recipe from Rodriguez-Enriquez et al. (2013). Each germination assay was performed in triplicates. Standard Alexander staining method was used to visualize pollen grain abortion as described in Alexander (1969). Visualization of pollen grain germination and Alexander stained pollen grains were performed in a Leica DM RX microscope. For pollen grain fluorescence, pollen grains of T3 plants were mounted on slides containing 50% glycerol and analyzed under a Zeiss Axioplan or a Leica DMI 4000 microscope fluorescence microscopes.

### Bioinformatic analysis

sRNA libraries were trimmed using Trim Galore. Reads were aligned using bowtie (Langmead et al., 2009) with the command “bowtie –q –t –v2” that allows two mismatches. The TAIR10 version of the Arabidopsis genome and the miRbase version 21 were used in this analysis. Reads were normalized to reads per million to the total reads mapped to the Arabidopsis chromosomes. Principal component analysis was performed using the plotPCA tool from deepTools (Ramirez et al., 2016) through the Galaxy platform (Afgan et al., 2018). For PARE library analysis, miRNA cleavage events were identified using PARESnip (Stocks et al., 2018). Identification of high-confidence target sites was performed using astringent PARESnip criteria and considering the presence of such target site in at least two bioreplicates in either uninuclear, binuclear, or mature PARE libraries. For genome-wide plots of PARE reads, PARE libraries were aligned using bowtie and allowing two mismatches in the alignment (-v2). Only confirmed targets on individual bioreplicates were used for the generation of the plots, which represent the average values (in reads per million) from the different bioreplicates.

### Accession numbers

Accession numbers of discussed miRNA-targeted genes are provided in Supplemental Data Set S4. Accession numbers for miRNA-targeted TEs identified in this work are provided in Supplemental Data Sets S6 and S8. Accession numbers of public datasets analyzed in this work are provided in Supplemental Table S4.

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Figure S1.** Overview of miRNA activity during pollen maturation.

**Supplemental Figure S2.** Analysis of the sRNA populations loaded into AGO and AGO5 at uninuclear and mature stages.

**Supplemental Figure S3.** Characterization of pollen phenotype in mutants for different components of miRNA pathway.

**Supplemental Figure S4.** Overview of miRNA gene-cleavage activity during pollen maturation.

**Supplemental Figure S5.** Analysis of miR845 family members and target TEs during pollen development.

**Supplemental Figure S6.** Overview of miRNA TE-cleavage activity during pollen maturation.

**Supplemental Table S1.** Libraries produced in this study.

**Supplemental Table S2.** High-confidence identified miRNA-targeted genes in PARE libraries.

**Supplemental Table S3.** Primers used in this study.

**Supplemental Table S4.** Publicly available data analyzed in this study.

**Supplemental Data Set S1.** Common and tissue specific miRNAs identified in this study.

**Supplemental Data Set S2.** Accumulation value of miRNA families during pollen development (values expressed in reads per million).

**Supplemental Data Set S3.** miRNA families identified and enriched in AGO1 or AGO5 immunoprecipitates in uninuclear and mature pollen grains.

**Supplemental Data Set S4.** Pollen miRNA-targeted genes identified by PARE sequencing.

**Supplemental Data Set S5.** Accumulation of PARE reads at miRNA target sites.

**Supplemental Data Set S6.** Pollen miRNA-targeted TEs identified by PARE sequencing.

**Supplemental Data Set S7.** Accumulation of PARE reads at miRNA target sites for TEs.

**Supplemental Data Set S8.** Pollen miR845 family-targeted TEs identified by PARE sequencing using parameters similar to Creasey et al. (2014b).

## Supplementary Material

koab280_Supplementary_Data Click here for additional data file.

# Supplementary material for: The miRNome function transitions from regulating developmental genes to transposable elements during pollen maturation
**Source:** Plant Cell. 2021 Nov 10;34(2):784–801. doi: 10.1093/plcell/koab280
**Supplement:** koab280_Supplementary_Data

# Supplemental Figure S1

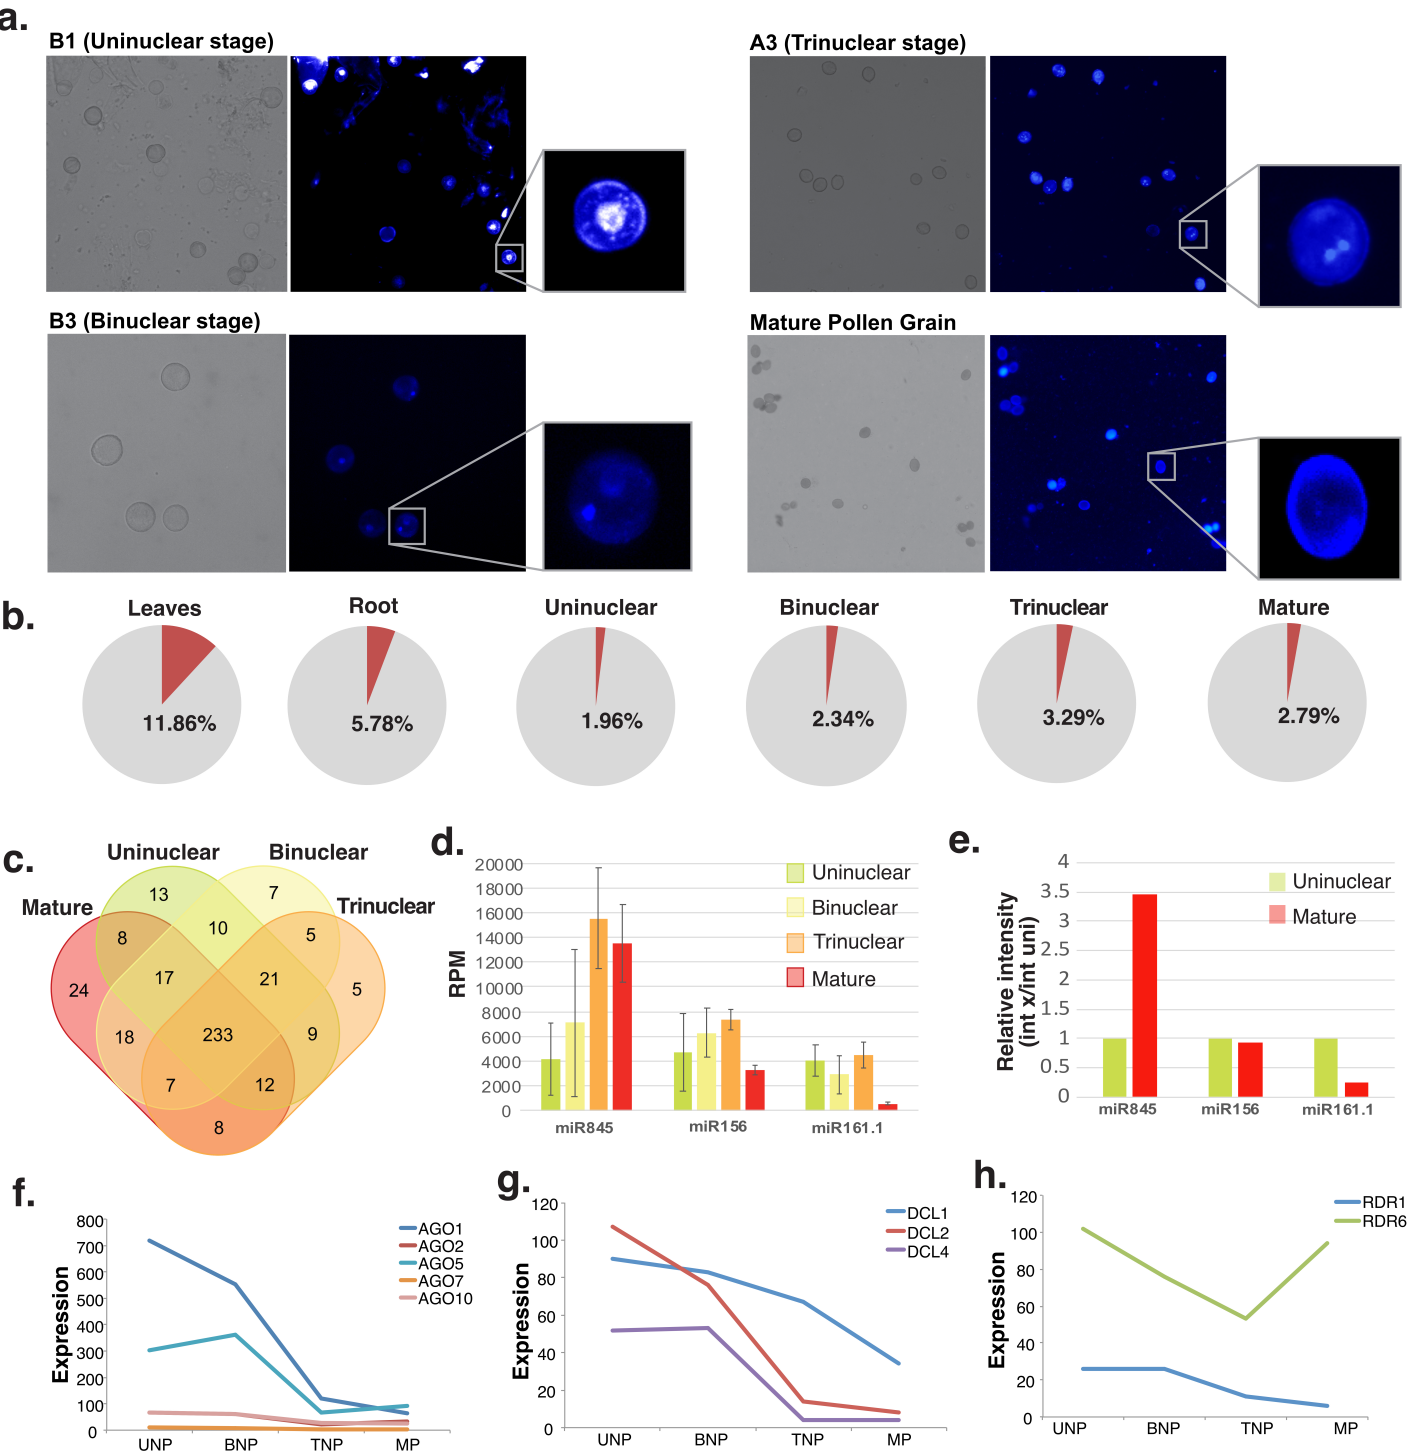

**Supplemental Figure S1. Overview of microRNA activity during pollen maturation.** Supports Figure 1. a) Representative pictures for each of the fractions of pollen developmental stages analyzed by sRNA high-throughput sequencing: B1 (Uninuclear), B3 (Binuclear), A3 (Trinuclear) and mature pollen grains. b) Percentage of miRNA presence relative to all sRNAs mapped in different Arabidopsis tissues. c) Venn diagram showing the common and developmental stage-specific miRNAs for the stages indicated. d) Accumulation values in the sRNA sequencing libraries for the miRNAs analyzed by RNA gel blot in Figure 1e. e) Quantification of band intensity for the RNA gel blot shown in Figure 1f. f-h) Expression pattern of different RNA silencing components involved in miRNA-related pathways during pollen development: f) AGO, g) DCL and h) RDR genes. Data extracted from ATH1 microarray. UNP= uninuclear pollen, BNP=binuclear pollen, TNP= trinuclear pollen and MP= mature pollen grain

## Supplemental Figure S2

a.

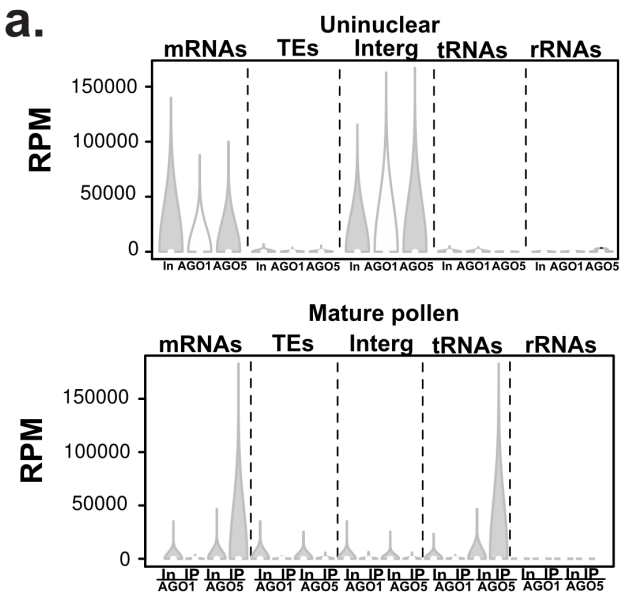

b.

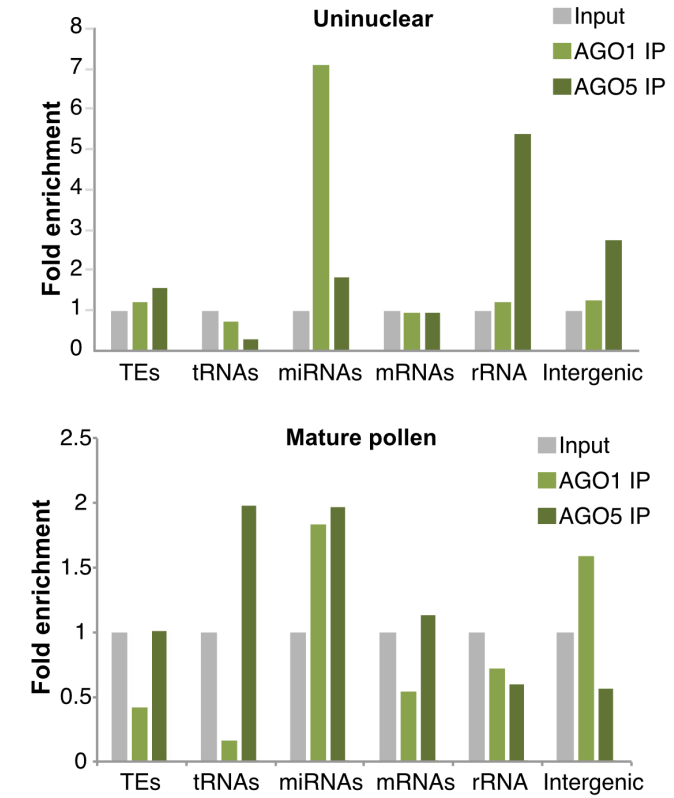

c.

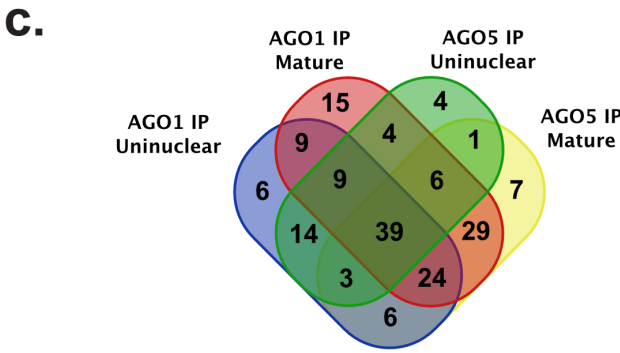

**Supplemental Figure S2. Analysis of the sRNA populations loaded into AGO and AGO5 at uninuclear and mature stages.** Supports Figure 2. a-b) Analysis of the enriched categories for sRNAs between 18 and 28 nts for AGO1 and AGO5 immunoprecipitated sRNAs compared to their respective input control in a violin plot format (a) or bar chart (b). c) Venn diagram showing the overlap of miRNA families enriched more than two fold in the AGO1 and AGO5 IPs from uninuclear and mature pollen grains.

# Supplemental Figure S3

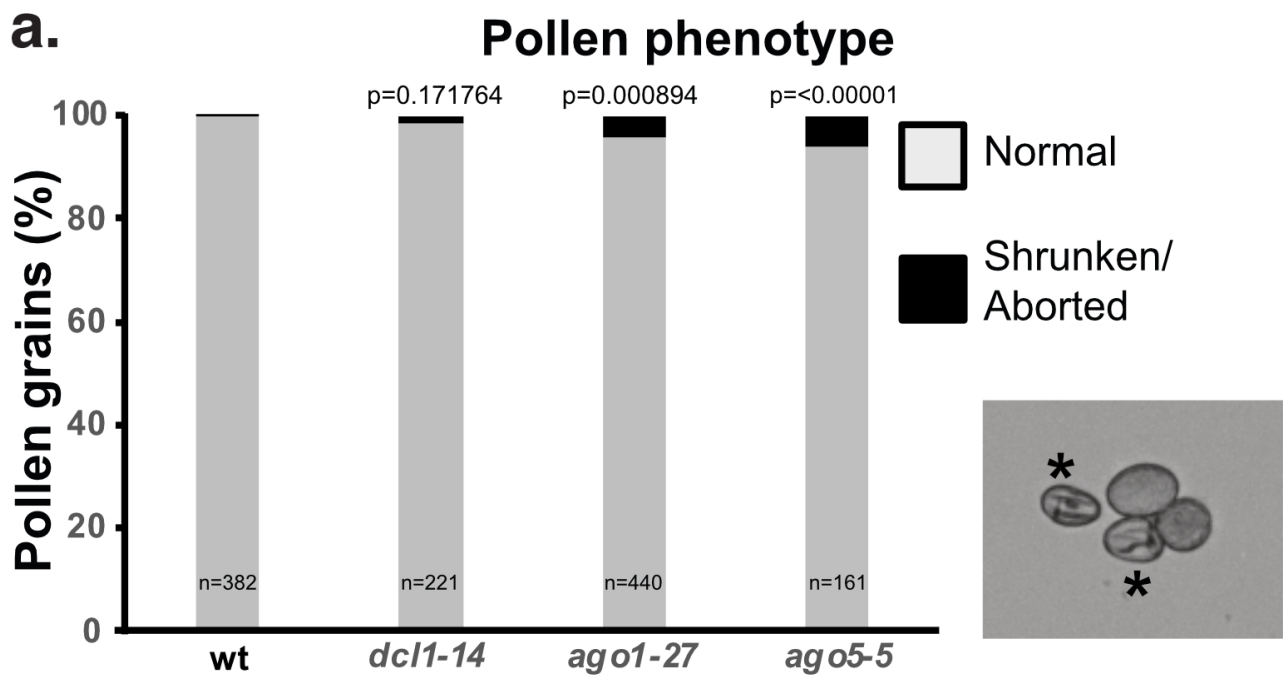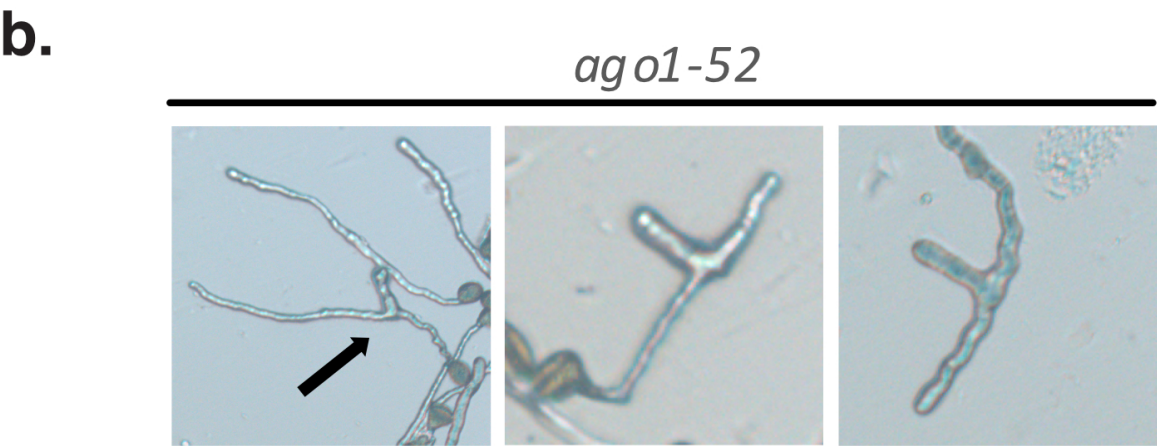

**Supplemental Figure S3. Characterization of pollen phenotype in mutants for different components of miRNA pathway.** Supports Figure 3. a) Analysis of pollen phenotype in Col-0 wild type (wt), *dcl1-14*, *ago1-27* and *ago5-5*. A representative picture showing two shrunkened/aborted (marked with an asterisk) and two normal pollen grain is shown. A Chi-squared test was used to calculate p-values. b) Representative pictures of abnormal branched pollen tubes in *ago1-52*.

Supplemental Figure S4

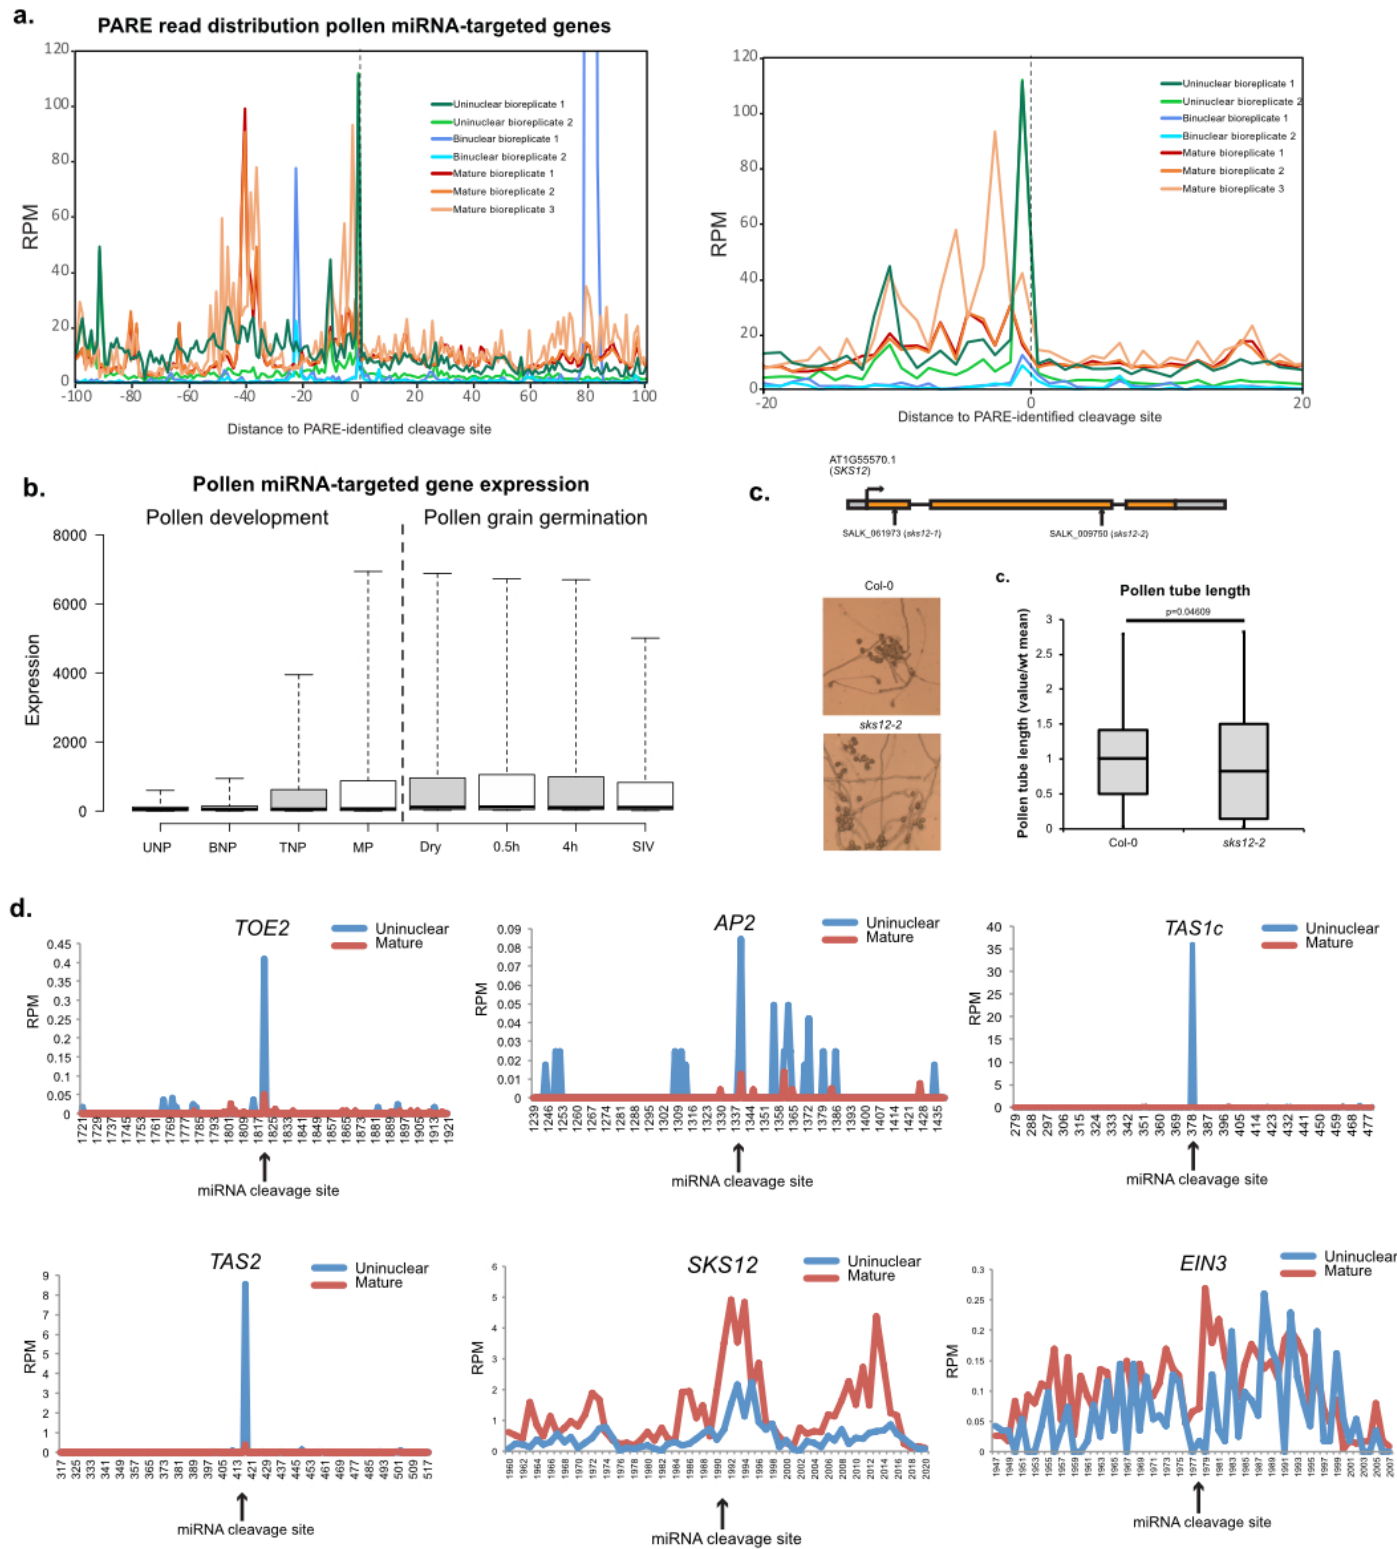

**Supplemental Figure S4. Overview of miRNA gene-cleavage activity during pollen maturation.** Supports Figure 4. a) Distribution of 5' ends of PARE reads for each bioreplicate analyzed around the predicted cleavage site (located at coordinate 0 in the X axis) in a 100 nt window. Grey zone represents the physical position covered by the bound miRNA. b) Level of expression of miRNA-targeted genes during pollen development and pollen grain germination present in the ATH1 microarray (UNP= uninuclear pollen, BNP=binuclear pollen, TNP= trinuclear pollen and MP= mature pollen grain, Dry= Desiccated mature pollen, 0.5h= In vitro-germinated pollen grains after 30 minutes, 4h= In vitro-germinated pollen grains after 4 hours and SIV= Pollen tubes grown through the stigma and style). Whiskers in the box plots extent to the 5th and 95th percentile. c) Diagram showing the location of the T-DNA insertion for the *sks12-1* (SALK\_061973) and *sks12-2* (SALK\_009750) mutants analyzed in this study. Representative pictures of pollen grain germination for wt and the *sks12-2* mutant. Length of the pollen tube for the genotypes indicated. P value is the result of a standard t-test with 2 tails and unequal variance. Whiskers in the box plots extent to the maximum and minimum values. d) PARE read distribution for uninuclear and mature pollen along miRNA target sites for representative miRNA-targeted genes in Arabidopsis: miR172-targeted genes *TOE2* and *AP2* and miR173-targeted *TAS1c* and *TAS2* and the miRNA-targeted genes analyzed here: *SKS12* and *EIN3*.

Supplemental Figure S5

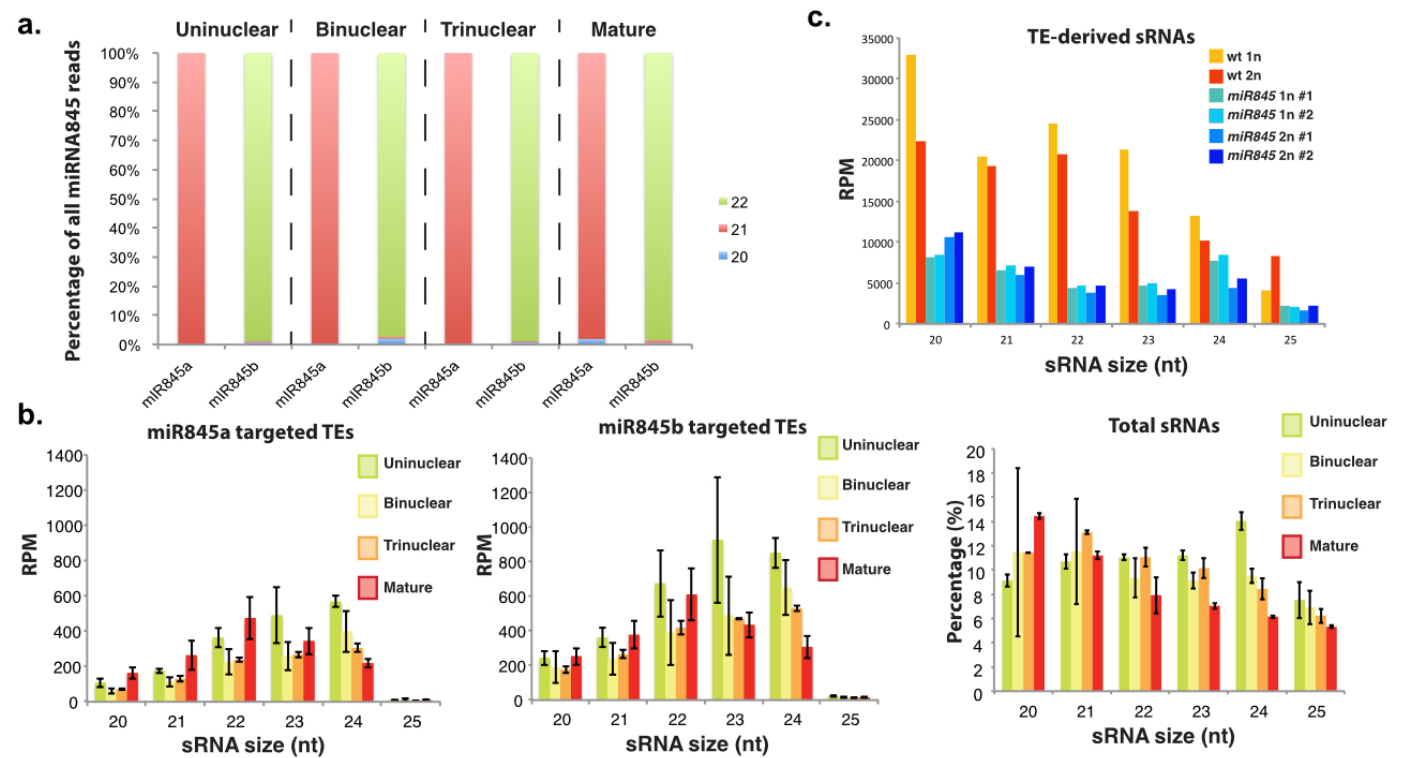

**Supplemental Figure S5. Analysis of miR845 family members and target TEs during pollen development.** Supports Figure 5. a) Preferential sRNA size for miR845a and b during pollen development. b) Accumulation profile of miR845a- and miR845b-targeted TEs. c) Accumulation profile in mature pollen grains of TE-derived sRNAs in wt and a miR845 mutant. 1n and 2n indicate the different number of ploidy of the samples analyzed.

Supplemental Figure S6

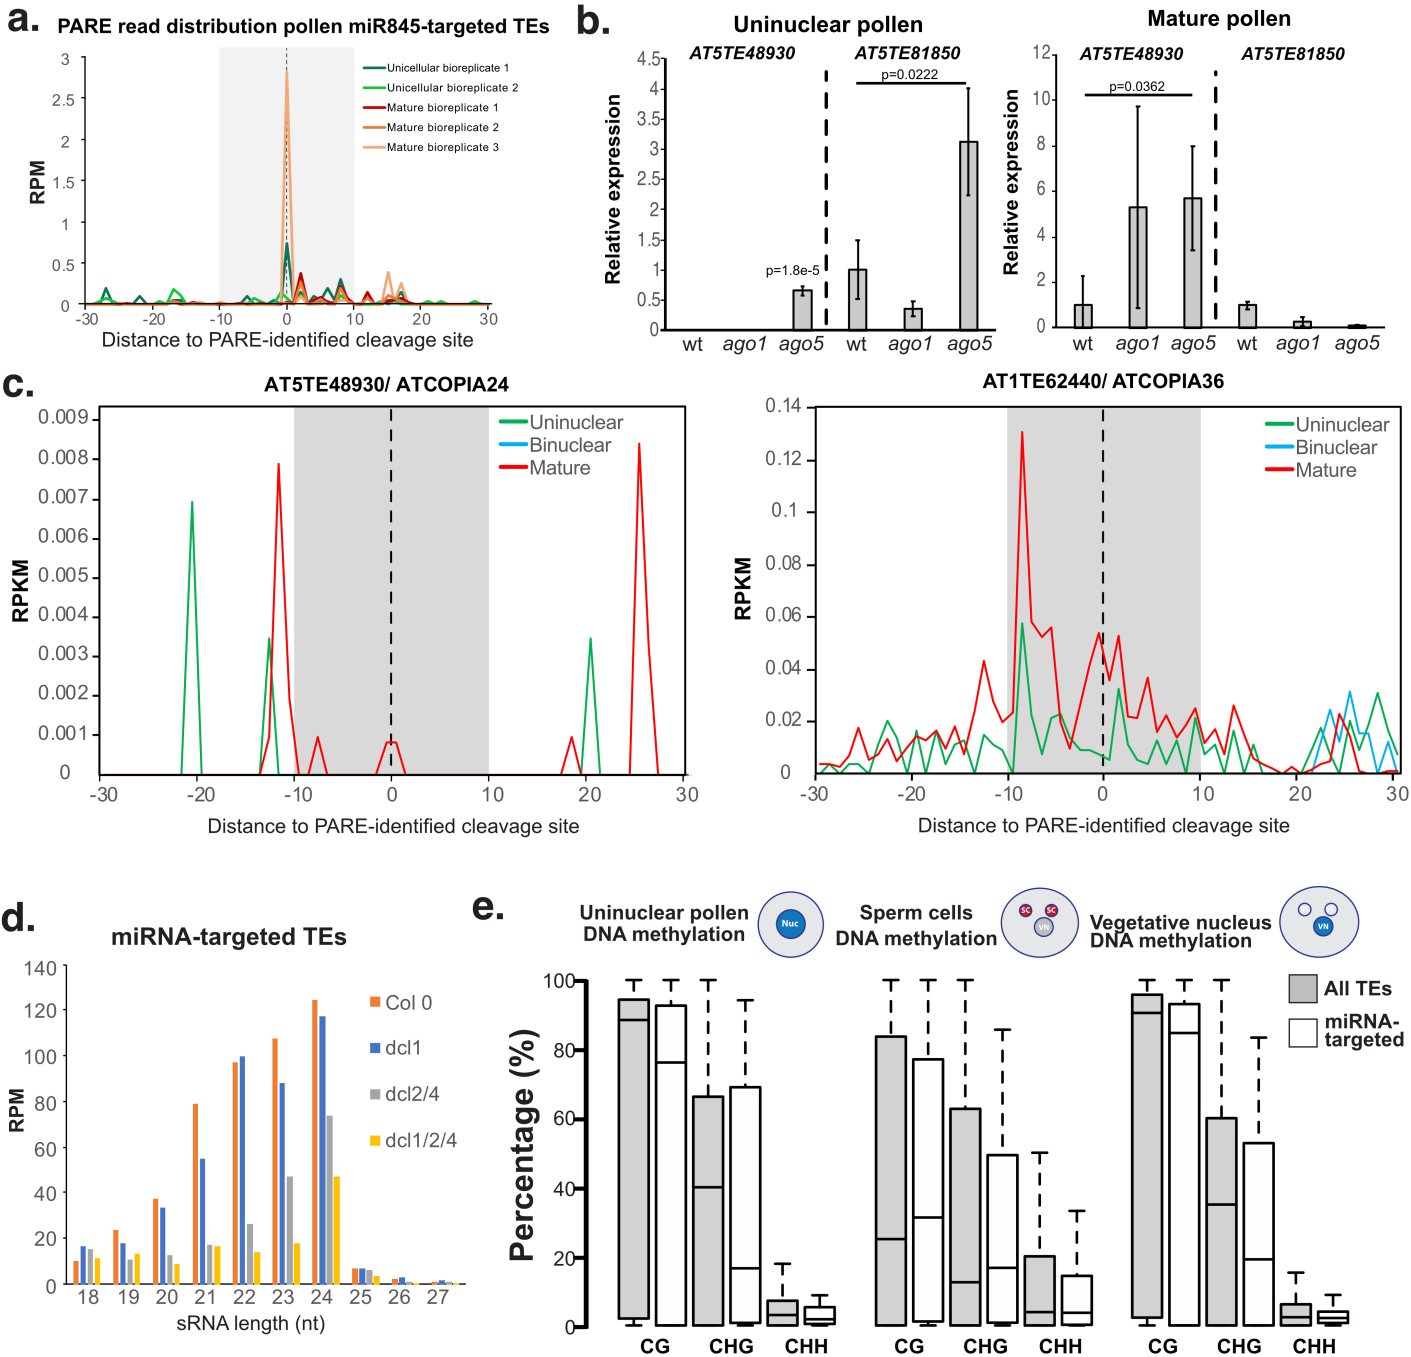

**Supplemental Figure S6. Overview of miRNA TE-cleavage activity during pollen maturation.** Supports Figure 6. a) Distribution of 5' ends of PARE reads for each bioreplicate analyzed around the predicted cleavage site for miR845 family members (located at coordinate 0 in the X axis) in a 30 nt window. Grey zone represents the physical position covered by the bound miRNA. b) Analysis of mRNA expression in uninuclear and mature pollen by RT-qPCR for two representative miRNA-targeted TEs (*AT5TE48930* and *AT5TE81850*) in wt, *ago1* and *ago5* mutants. Error bars represent the standard deviation values for the three bioreplicates analyzed. P value is the result of a standard t-test with 2 tails and unequal variance. c) Distribution of 5' ends of PARE reads for two miR845-targeted TEs (*AT5TE48930* and *AT1TE62440*) in a 30 nt window. Grey zone represents the physical position covered by the bound miRNA. d) Accumulation profile of sRNA derived from miRNA-targeted TEs in wt, *dcl1*, *dcl2/4* and *dcl1/2/4* datasets from Borges et al (2018). e) Levels of cytosine methylation for the different contexts (CG, CHG and CHH) in the uninuclear pollen, SCs and VN for all TEs (white boxes) or miRNA-targeted TEs (grey boxes). Significance was analyzed using a Mann Whitney test.

# Supplemental Table S1

| Library                                | Tissue of origin  | Number of raw reads | Number of mapped reads | Associated figure/s |
|----------------------------------------|-------------------|---------------------|------------------------|---------------------|
| Uninuclear pollen bioreplicate 1       | Uninuclear pollen | 9,300,122           | 6,109,787              | Figures 1, 5 and 6  |
| Uninuclear pollen bioreplicate 2       | Uninuclear pollen | 8,500,128           | 5,896,816              | Figures 1, 5 and 6  |
| Binuclear pollen bioreplicate 1        | Binuclear pollen  | 5,440,748           | 3,070,930              | Figures 1, 5 and 6  |
| Binuclear pollen bioreplicate 2        | Binuclear pollen  | 9,482,338           | 7,567,948              | Figures 1, 5 and 6  |
| Trinuclear pollen bioreplicate 1       | Trinuclear pollen | 5,295,545           | 3,359,340              | Figures 1, 5 and 6  |
| Trinuclear pollen bioreplicate 2       | Trinuclear pollen | 6,418,752           | 5,140,866              | Figures 1, 5 and 6  |
| Mature pollen bioreplicate 1           | Mature Pollen     | 2,850,419           | 2,579,710              | Figures 1, 5 and 6  |
| Mature pollen bioreplicate 2           | Mature Pollen     | 2,403,201           | 2,171,869              | Figures 1, 5 and 6  |
| Uninuclear pollen PARE bioreplicate 1  | Uninuclear pollen | 28,251,329          | 25,364,673             | Figures 4 and 6     |
| Uninuclear pollen PARE bioreplicate 2  | Uninuclear pollen | 20,343,794          | 17,591,398             | Figures 4 and 6     |
| Binuclear pollen PARE bioreplicate 1   | Binuclear pollen  | 6,675,395           | 6,095,362              | Figures 4 and 6     |
| Binuclear pollen PARE bioreplicate 2   | Binuclear pollen  | 8,643,743           | 8,104,441              | Figures 4 and 6     |
| Mature pollen PARE bioreplicate 1      | Mature Pollen     | 68,249,995          | 66,038,780             | Figures 4 and 6     |
| Mature pollen PARE bioreplicate 2      | Mature Pollen     | 80,271,906          | 76,454,813             | Figures 4 and 6     |
| Mature pollen PARE bioreplicate 3      | Mature Pollen     | 43,789,877          | 42,394,258             | Figures 4 and 6     |
| Mature leaf PARE                       | Mature leaf       | 11,069,341          | 8,500,913              | Figure 4            |
| AGO1 IP                                | Mature Pollen     | 7,284,899           | 6,554,226              | Figure 2 and 5      |
| AGO1 Input                             | Mature Pollen     | 793,318             | 686,289                | Figure 2 and 5      |
| AGO5 IP                                | Mature Pollen     | 4,391,748           | 3,376,420              | Figure 2 and 5      |
| AGO5 Input                             | Mature Pollen     | 1,398,543           | 1,197,703              | Figure 2 and 5      |
| Uninuclear pollen Input bioreplicate 1 | Uninuclear pollen | 2,452,800           | 375,551                | Figure 2 and 5      |
| Uninuclear pollen Input bioreplicate 1 | Uninuclear pollen | 7,649,757           | 450,810                | Figure 2 and 5      |
| AGO1 IP bioreplicate 1                 | Uninuclear pollen | 8,216,216           | 2,533,762              | Figure 2 and 5      |
| AGO1 IP bioreplicate 2                 | Uninuclear pollen | 1,226,318           | 388,914                | Figure 2 and 5      |
| AGO5 IP bioreplicate 1                 | Uninuclear pollen | 2,568,975           | 1,058,543              | Figure 2 and 5      |
| AGO5 IP bioreplicate 2                 | Uninuclear pollen | 369,091             | 102,804                | Figure 2 and 5      |

**Supplemental Table S1.** Libraries produced in this study.

Supplemental Table S2

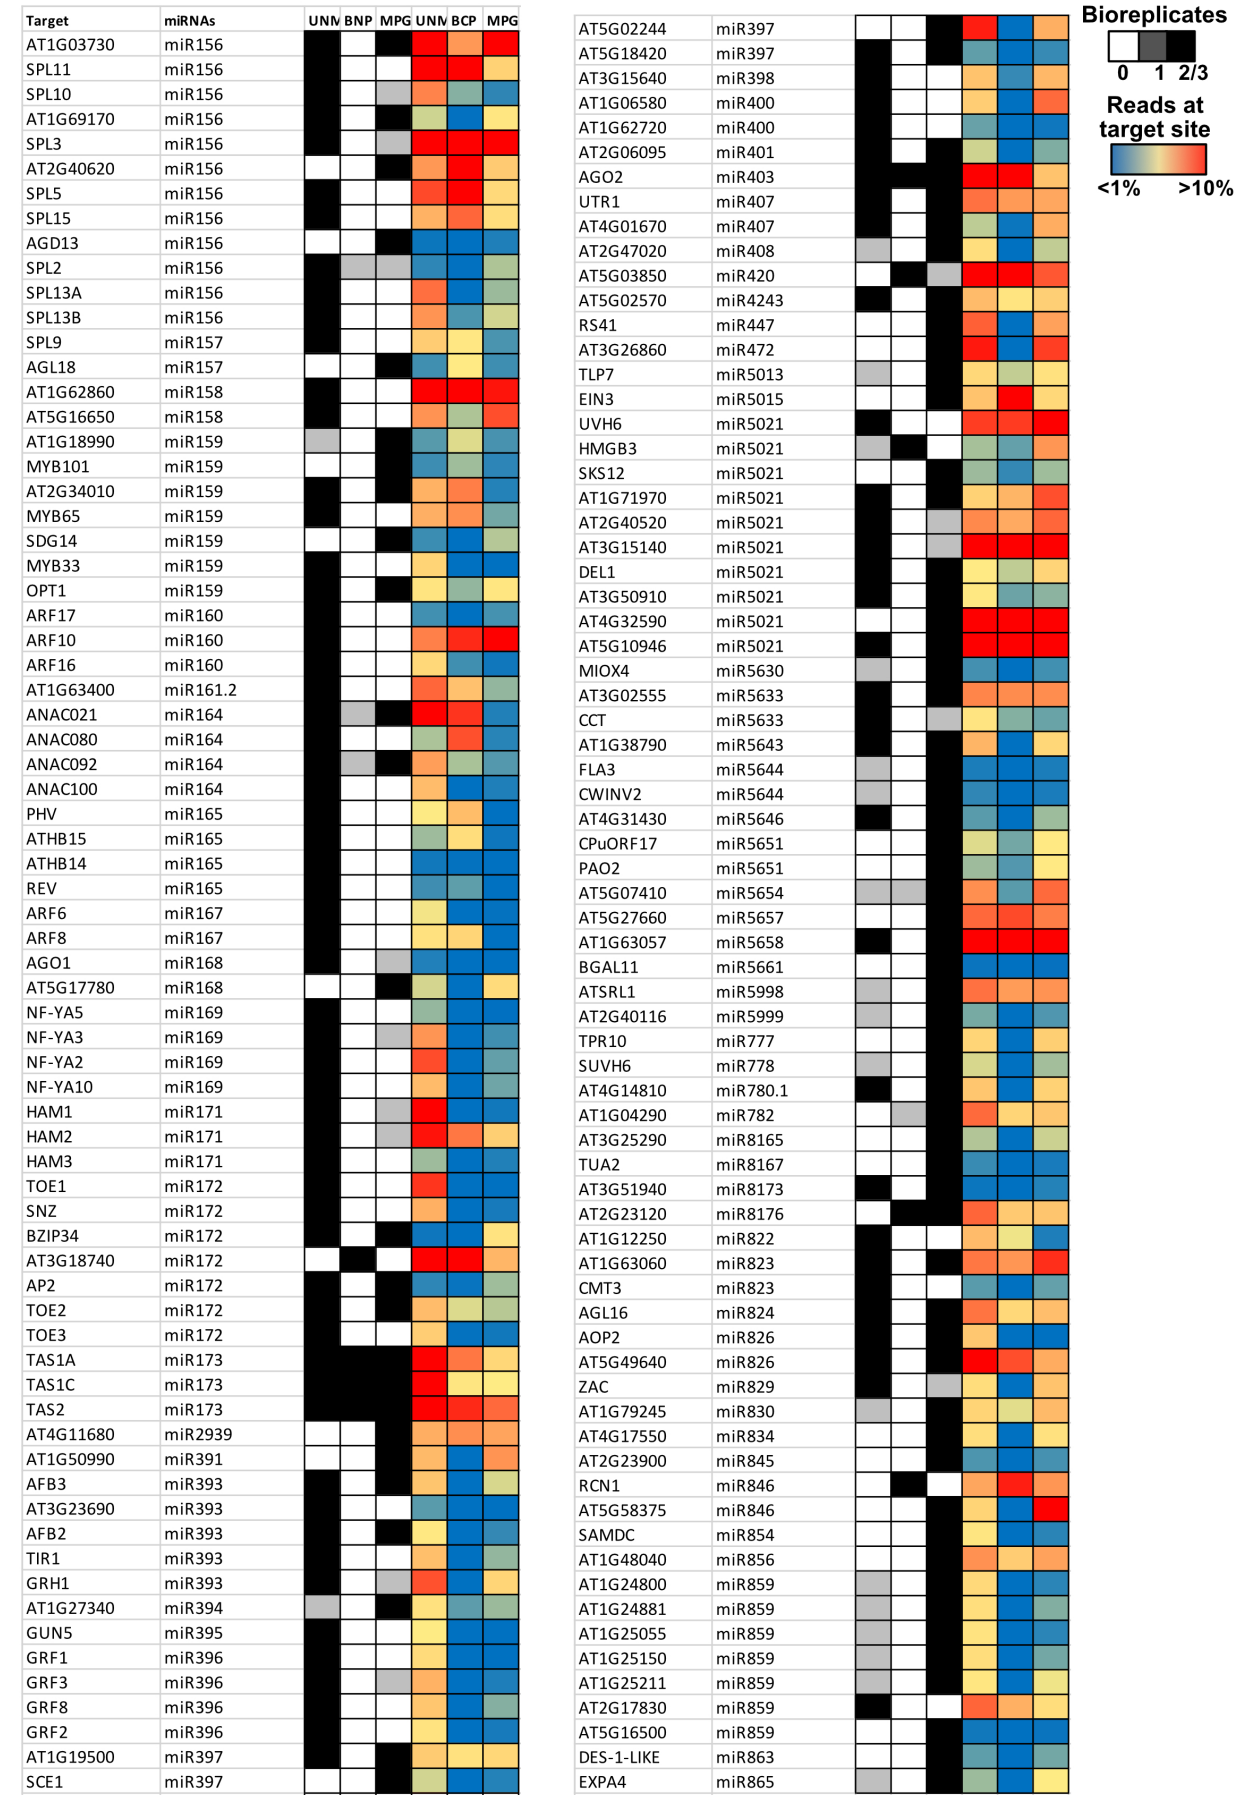

**Supplemental Table S2.** High-confidence identified miRNA-targeted genes in PARE libraries. Target gene and its associated miRNA are indicated together with a heatmap of the presence of the target site in the different number of unicellular or mature PARE libraries in different shades of gray, and the level of accumulation of PARE reads in a 20 nt window surrounding the miRNA target site compared to the total accumulation of PARE reads for that gene for each individual bioreplicate studied with a blue-red gradient.

## Supplemental Table S3

| Target                                                           | Figure   | Forward primer sequence                          | Reverse primer sequence                     |
|------------------------------------------------------------------|----------|--------------------------------------------------|---------------------------------------------|
| Northern blot of miRNA 161.1                                     | Figure 1 | ACCCCGATGTAGTCACTTTCA                            |                                             |
| Northern blot of miR156                                          | Figure 1 | GTGCTCACTCTCTTCTGTCA                             |                                             |
| Northern blot of miR845a                                         | Figure 1 | CATCAATTGGTATCAGAGCCG                            |                                             |
| Northern blot of miR845b                                         | Figure 1 | CATCAATTTGGTATCAGAGCGA                           |                                             |
| Northern blot control U6 snRNA                                   | Figure 1 | TCATCCTTGCGCAGGGGCCA                             |                                             |
| qPCR UBQ10 (housekeeping gene)                                   | Figure 3 | AAGCAGTTGGAGGATGGCAGAAC                          | CGGAGCCTGAGAACAGATGAAGG                     |
| qPCR EIN3                                                        | Figure 3 | AACTGGCATGTCCACATCGAGAC                          | ATGAAACCTGGATGGTGCTGCTC                     |
| qPCR SKS12                                                       | Figure 3 | ACGAGAGGAGTGTCCAGTCTTG                           | CTCAACCGCTACAGCGAAGAAG                      |
| KRP6 promoter In-Fusion cloned to drive P19 expression to the VN | Figure 3 | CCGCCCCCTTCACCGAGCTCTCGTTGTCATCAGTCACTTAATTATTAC | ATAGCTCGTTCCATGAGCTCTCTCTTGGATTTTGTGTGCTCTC |
| P19 cloning with In-Fusion site for insertion of KRP6 promoter   | Figure 3 | CACCGGTACCATGGAACGAGCTATACAAGG                   | CTCGCTTTCTTTTTCGAAGG                        |
| Genotyping sks12-1 SALK_061973                                   | Figure 5 | CGTCATTAATCTTCCAAGCCC                            | CATCTTCAGGGTCAGCGTAAG                       |

Supplemental Table S3. Primers used in this study.

# Supplemental Table S4

| GEO accession | Data type                           | Tissue of origin                                                      | Associated figure/s    |
|---------------|-------------------------------------|-----------------------------------------------------------------------|------------------------|
| GSE6162       | Transcriptomic ATH1                 | Pollen development                                                    | Figure 4               |
| GSE17343      | Transcriptomic ATH1                 | Pollen germination                                                    | Figure 4               |
| GSE40501      | Whole-genome bisulfite sequencing   | Unicellular pollen, vegetative nuclei and sperm nuclei                | Supplementary figure 6 |
| GSE84122      | High-throughput sequencing of sRNAs | 1n and 2n mature pollen grains                                        | Supplementary figure 5 |
| GSE106117     | High-throughput sequencing of sRNAs | miR845 mutant 1n and 2n mature pollen grain                           | Supplementary figure 5 |
| GSE106117     | High-throughput sequencing of sRNAs | wt, <i>dcl1</i> , <i>dcl2/4</i> , <i>dcl1/2/4</i> mature pollen grain | Supplementary figure 6 |
| GSE79414      | High-throughput sequencing of sRNAs | Leaves and root                                                       | Supplementary figure 1 |

**Supplemental Table S4.** Publicly available data analyzed in this study.

How the deposited data were processed for this re-analysis (not part of the article)

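Small RNA libraries of uninuclear, binuclear, trinuclear and mature pollen (2 each), small RNA libraries of AGO1 and AGO5 IPs and their inputs (2 each from uninuclear pollen, 1 each from mature pollen) and PARE libraries of uninuclear (2), binuclear (2) and mature pollen (3) and of rosette leaves (1) were used. For every library the authors deposited raw counts of each distinct sequence. By the paper's methods, adapters were trimmed with Trim Galore and reads aligned to the TAIR10 genome with bowtie and up to 2 mismatches. In the leaf PARE library 99.97% of the reads matched the genome exactly, against 76.9% to 91.9% in the pollen PARE libraries. Whether its reads with mismatches were kept is therefore not known. No normalization had been applied, and the totals equalled the mapped reads of Supplemental Table S1, except that in the uninuclear AGO libraries only the reads of 18 to 28 nt summed to its numbers.

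The reference was the RefSeq copy of TAIR10.1 with its annotation, while the authors used TAIR10. The sequences of these builds were not compared with each other. Sequences were matched to it without mismatches, with up to 1000 genomic positions per sequence. Reads of 18 to 28 nt were assigned to an annotated mature miRNA when both ends lay within 2 nt of its ends. A family was named by its miR number, with miR161.1 and similar kept apart, miR156 joined with miR157, and miR165 joined with miR166. Families changed between uninuclear and mature pollen were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, at least 10 counts over the libraries, replicate number as a block, Benjamini-Hochberg adjustment, threshold 0.05). The library size was all mapped reads, or the reads of 18 to 28 nt for uninuclear AGO libraries. The 6 uninuclear AGO libraries and the 7 pollen PARE libraries were tested in the same way without a block. Trends, single values and overlaps were tested with exact permutation tests or Fisher's exact test, all 2-sided. Pseudocounts were 1 RPM for small RNA and 0.1 RPM for PARE libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

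Genic target sites were taken from the supplemental lists and placed by pairing the miRNA with the transcript, where a mismatch or an unpaired nt cost 1 and a G:U pair 0.5. Sites complementary to miR845 were found in the genome with a penalty of at most 4. PARE reads of 16 to 31 nt were counted by their 5′ ends, within 1 nt of the cleavage position for the mean over sites and within 10 nt for the tests of single sites. Nearly all deposited sequences read in the direction of the reference, so the strand of a read was taken to be that of the site. Reads from the opposite strand were thus counted by their 3′ ends. Small RNA sizes were shares of the reads of 20 to 25 nt. For these shares each read was divided among its genomic positions, whereas PARE reads were counted at every position.

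The families and genes named are those that the paper names for these samples and, for each test, the 3 with the largest rise and the 3 with the largest fall among those past the threshold and changed the same way in every pair of libraries. AT1G50990, AT5G07410, FLA3 and a 20-nt organelle sequence were outside this rule and were chosen after their values were seen. Depth was between 2171869 and 7567948 mapped reads in the small RNA libraries and between 277789 and 7341056 in the AGO libraries. PARE libraries held between 6095362 and 76454813 reads. The tests were tested on simulated data with the means, library sizes and dispersions of these libraries. A 4-fold change was called for 3 of 35 families, 0 of 18 families in the AGO1 IP and 6 of 36 genic sites. For a 16-fold change these numbers were 24 of 35, 12 of 17 and 30 of 34.

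Alternatives were reads identical to the mature miRNA, up to 2 mismatches, edgeR's TMM normalization, DESeq2 1.42.0 with its own size factors, the share of miRNA reads in place of all mapped reads, other filters on low counts, other blocks, other windows, the reads of the transcript as offset, and leaving out single libraries. In the fits across families and sites, only libraries whose group kept at least 2 or was not itself compared were left out, namely binuclear and trinuclear replicates for the families, replicates of the other IP for each AGO test, and binuclear and mature PARE libraries for the genic sites. TE coordinates were not in the reference, so TE-derived small RNAs were not analysed here, and for the TE target sites only the read numbers that the paper lists were tested. GO terms, mutant phenotypes and microscopy were not analysed here.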

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

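The tests on library size, RNA from green tissue, and organelle RNA were chosen only after the results were seen.

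In mature pollen, 5 of 19 comparisons of a family between an IP and its input moved opposite to both uninuclear replicates, where chance gives 25%. None of these differences was tested, since the mature IPs had no replicates. In the AGO5 IP, miR156/miR157 was at 1.59-fold of its input in mature pollen, against 0.322-fold and 0.710-fold in the uninuclear replicates. This case depended on dividing each uninuclear IP replicate by the input of the same number, a pairing that was assumed. Replicate 2 of the uninuclear AGO5 IP had 720 RPM of miR156/miR157, against 639 in input 1 and 1014 in input 2. miR158 was at 0.786-fold in mature pollen against 3.47-fold and 1.75-fold, miR162 at 0.788-fold against 3.09-fold and 7.26-fold, and miR165/miR166 at 0.705-fold against 1.12-fold and 4.13-fold. In the AGO1 IP, miR159 was at 0.413-fold in mature pollen against 4.26-fold and 6.81-fold. Their number is close to the number that chance gives. Neither a technical nor a biological explanation was tested.

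The families that rose in mature pollen, other than the 14 taken as named by the paper, held 11.2% of the miRNA reads there, against 0.499% in uninuclear pollen. All raised families together held 25.3% and 2.15%. If the rise came from the preparation of the small RNA libraries of mature pollen, the separately prepared input libraries should not show it. Of the 25 raised families with at least 10 reads in the inputs, 56.0% were higher in both mature inputs than in both uninuclear inputs, where chance gives 16.7%, and 3 were lower in both. This goes in the direction of a change in the pollen, but other families reached 43.5%, so that the test did not settle it. Deeper mature libraries would raise the number of families seen, but the mean library size of mature pollen was 0.396 of that of uninuclear pollen, which goes against that explanation. RNA from green tissue would raise the chloroplast share, and its ratio of mature to uninuclear libraries was 0.751, which goes against it as well. By this test alone, the rise cannot be told apart from an effect of library preparation.

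A 20-nt sequence of the chloroplast and mitochondrial genomes, GGCGGATGTAGCCAAGTGGA (chloroplast 58 to 77, mitochondrion 124658 to 124677), had a mean of 30785 RPM in mature pollen, with 40601 and 20968 in the replicates and 458 and 336 in the uninuclear replicates. The paper does not report on it. If it came from the preparation of the small RNA libraries of mature pollen, the separately prepared inputs would differ little between the stages. The mean of the mature inputs was 0.0938 of that of the uninuclear inputs. The mature AGO1 and AGO5 inputs had 678 and 670 RPM and the uninuclear inputs 3528 and 10845, so that the inputs did not decide it. The mature AGO1 and AGO5 IPs had 104 and 209 RPM. No other library reached the level of the mature small RNA libraries. More RNA of organelles in mature pollen would raise other organelle reads, and their ratio of mature to uninuclear libraries was 0.423, which goes against it. No sample label names a batch of library preparation. With the inputs undecided, the abundance cannot be told apart from an effect of library preparation, and nothing here shows that there was one.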

How the results depend on the processing

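The alternatives were set before the data were examined, except the read numbers of Supplemental Data Set S5, a library size without organelle reads, the counting of each read once at miR845 sites, the sites of Supplemental Data Set S6, and the combination of a 1-nt window with the transcript's reads as offset, which were chosen after seeing the data. For changed results, the cause was not tested. Of the values that answer a comparison, 125 kept their direction and side of the threshold or stayed within the spread, 46 moved, 4 reversed, 1 became stronger and 1 weaker. For single families, genes and sites and other values, 351 did so, 32 moved, 7 reversed, 23 became stronger and 8 weaker.

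The replicate block was used for the families, of which 42 were higher and 11 lower in mature pollen. Without it, 44 were higher and 13 lower. With a block, 17 families were enriched in the AGO1 IP, including 13 of the 15 found without it. For genic sites, 4 higher and 59 lower without a block, the block gave 3 higher and 47 lower, and the fold at the cleavage position, paired by replicate number, was 3.89. Deviations of same-numbered replicates correlated between -0.382 and 0.460 across families.

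Reads identical to the mature miRNA gave 33 changed families, 27 higher and 6 lower. Requiring at least 10 counts in every library gave 7, 4 higher and 3 lower, but left only 22 families to test. Of the 42 families found higher before, 38 were not tested under this filter, and the 4 higher were all among the 42. TMM normalization gave 25 higher and 33 lower, and DESeq2's size factors 17 lower. Across the 4 fits that each left out one binuclear or trinuclear replicate, from 5 to 12 families were lower. Under TMM normalization the log2 fold changes of miR403, miR845 and miR5015 were reversed, at -0.23, -0.62 and -0.68, where the median of all families moved from 1.20 to -0.62. With the share of miRNA reads, 3 families had an adjusted trend p under 0.05, miR158, miR161.1 and miR162, whereas miR160, the only one by RPM, did not. Among families with at least 10 counts, 49 were raised 2-fold. With identical reads, the mature share of miR845 was 64.9% and that of the 7 most abundant families 86.0%.

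For the AGO1 IP, identical reads gave 9 enriched families and no filter on low counts also gave 9. TMM normalization, DESeq2's size factors and the share of miRNA reads each gave 0, with 2, 2 and 3 families depleted, and 5, 7 and 7 at an unadjusted p under 0.05. These scalings take out the rise that families share, with medians of 0.35, 0.16 and -0.40 in place of 2.45, and so do not test the enrichment itself. Leaving out one AGO5 replicate gave from 9 to 12. The share of miR845a in the mature AGO5 IP was 81.9% with identical reads, 80.0% with up to 2 mismatches and 58.8% of all miRNA reads. With all families of the annotation as background, the odds ratio of raised and AGO5-higher families was 1.41. Of the TE target sites of Supplemental Data Set S7, 29.7% belonged to families enriched in the mature AGO5 IP, 2.70% with identical reads and 8.11% with up to 2 mismatches, and of those of Supplemental Data Set S6 found in any mature library 11.0%.

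For genic sites, DESeq2's size factors gave 34 changed sites, 12 higher and 22 lower in mature pollen. The transcript's reads as offset gave 30, 8 higher and 22 lower, of which 2 of the sites higher had been lower before, and with a 1-nt window as well 31, 2 higher and 29 lower. Sites higher in mature pollen numbered 1 with a 1-nt window and 40 with TMM normalization over transcripts (and 40 lower). They numbered 2 without rRNA, tRNA and organelle reads, and 2 with the read numbers of Supplemental Data Set S5. Across the 5 fits that each left out one library there were from 2 to 4. These were not always the same sites. Of the 4 sites first found, 0 were called higher with the 1-nt window and 0 with the read numbers of Supplemental Data Set S5. With the block 1 of the 4 was called, and without mature replicate 3 also 1. TMM normalization kept all 4, DESeq2's size factors 3 and the offset 2. With the offset, the log2 fold changes of AGO2, UTR1, MYB101 and EIN3 were reversed, at 0.29, -0.0326, -0.18 and -0.10. The offset includes the ends of the window itself. At AGO2 these made up 510 of 687 and 206 of 604 transcript reads in the uninuclear libraries, so that a fall in cleavage largely cancels there. Within 10 nt the ratio of uninuclear to mature pollen was 0.759, and at miR845 sites mature pollen exceeded uninuclear pollen by 0.0144 RPM. With each read counted once within 1 nt, it did so by 8.70e-05 RPM. When a detected site had to be the highest of its transcript, 29.5 sites per uninuclear and 4.33 per mature library were detected. Without this condition, thinning to equal depth left 12.5 detected sites per mature library in place of 24.7.

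Families targeting TEs, without miR845, rose 3.71-fold (exact permutation test, p = 0.0246), but 1.38-fold with up to 2 mismatches (exact permutation test, p = 0.537). With miR845 the rise was from 1.63 to 4.44 when one replicate was left out. Counting distinct sequences once, the 24-nt share around miR845-complementary sites changed by -11.8 percentage points (exact permutation test, p = 0.166). Alternatives on TE-derived small RNAs were not run, and for the TE target sites only another library size for the paper's read numbers was, with 0 sites higher and 3 lower, as before, and 8 at an unadjusted p under 0.05. Not run either were the median and the transcript share for miR845 sites. In the AGO5 IP of uninuclear pollen, where 1 library had 277789 reads, 0 families were enriched under each of the alternatives run, with from 6 to 12 at an unadjusted p under 0.05. At the miR845 sites, 1 read lay behind all uninuclear ends at the cleavage position, so that depth limited this comparison.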

Differences from the paper's values

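The alternatives named here were set before the data were examined, unless stated otherwise. A value was taken to differ when it was more than 1.5-fold from the paper's and further from it than the SD of the replicates. An alternative within these limits can still lie well off the paper's value. miRNAs present in one stage only numbered 6 in uninuclear pollen against the paper's 13, 13 in binuclear against the paper's 7 and 36 in mature against the paper's 23. With at least 3 reads the numbers were 10 and 5, and thinned libraries gave 8.99 for binuclear pollen, within the limits, while none of the alternatives came within them for mature pollen (40 and 53.4).

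Families raised 2-fold made up 57.1% against the paper's 34%, with none of the alternatives within the limits. The complement, families not raised, was 42.9% against the paper's 66.48%. At least 10 counts (47.3%) and the share of miRNA reads (44.7%) came within 1.5-fold of the latter only because the percentage is larger, and the gap in percentage points remained. Lowered families held 49.8% of the reads in uninuclear and 9.24% in mature pollen against the paper's 33% and 4%. Up to 2 mismatches gave 35.8% and 4.57%. The share of miRNA reads was 1.25%, 1.36%, 2.09% and 1.32% over the 4 stages against the paper's about 2.0%, about 2.3%, about 3.3% and about 2.8% in Supplemental Fig. S1B, read by eye. Up to 2 mismatches came within 1.5-fold at the first 3 stages (1.38%, 1.54% and 2.32%), still below the paper's, and not in mature pollen (1.72%).

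Of the families enriched in the AGO1 IP, 31.1% in uninuclear and 39.7% in mature pollen were shared with AGO5, against the paper's 59% and 73%, and none of the alternatives came within the limits. Of those enriched in the mature AGO5 IP, 53.2% were shared against the paper's 85%, for which identical reads gave 64.7% and at least 10 counts 70.0%. The overlap of raised and AGO5-higher families had a p of 0.294 (Fisher's exact test) against the paper's 0.032807 from another test, and none of the alternatives reached it. The odds ratio was 0.625, opposite to the paper's direction, and the lowest p, 0.0549 from the exact test with up to 2 mismatches, went with an odds ratio of 0.435. Only with all families of the annotation as background was the odds ratio above 1, at 1.41 (exact test, p = 0.357). Of all 37 TE target sites of Supplemental Data Set S7, 29.7% belonged to families enriched in mature AGO5, against the paper's 69.2% of the sites in mature pollen, and identical reads (2.7%) and up to 2 mismatches (8.1%) were further off. With 2 choices of sites made after seeing the data, those of Supplemental Data Set S6 found in at least 2 mature libraries (27 sites) gave 37.0%, and those found in any mature library (200 sites) 11.0%. The paper's percentage is of about 13 sites in Fig. 6I, read by eye, which were not identified, so the sites compared were not the same. Genic sites detected in mature pollen averaged 24.7 against the paper's about 72 in Fig. 6G, read by eye, with none of the alternatives within the limits.

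Mean RPM were mostly lower than those of Supplemental Data Set S2, with a median ratio of 0.476 over 55 values and a range from 0 to 1.52. miR156/miR157 was at 2866, 3339, 4441 and 1617 over the 4 stages against the paper's 4893.18, 6501.07, 7563.41 and 3395.34, with uninuclear and trinuclear pollen within the limits with up to 2 mismatches (3371 and 5198). miR158 was at 179.8, 316, 482 and 1559.5 against the paper's 344.261, 566.13, 755.56 and 3275.29. miR159 was at 1432, 1089, 695 and 611 against the paper's 2687.36, 2805.68, 1478.02 and 2112.88. miR160 was at 7.87, 13.1, 17.8 and 80.4 against the paper's 29.4746, 49.2184, 55.7649 and 271.86. miR162 was at 724, 604, 681 and 57.7 against the paper's 1171.3, 1053.24, 1143.48 and 140.946, with the first 3 within the limits with up to 2 mismatches (835, 703 and 793). miR165/miR166 was at 446, 314, 309.7 and 213 against the paper's 1454.08, 1624.44, 1129.75 and 534.132, with the first and second within the limits with up to 2 mismatches (991 and 899). miR172 was at 15.3, 17.9, 19.3 and 213 against the paper's 26.0871, 34.9148, 32.992 and 522.31.

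In mature pollen, miR161.1 was at 305 against the paper's 577.061, miR403 at 218 against the paper's 571.979 and miR5015 at 0.848 against the paper's 1.68933. miR845 was at 9656 in trinuclear pollen against the paper's 15542.3, within the limits with up to 2 mismatches (10952.5), and at 6019.9 in mature pollen against the paper's 13556.1. miR5021 had 0 reads against the paper's 8.59077, 8.23602, 7.03805 and 7.07414. miR5645 was at 0 in binuclear and 0.581 in mature pollen against the paper's 0.733167 and 5.27968. miR5658 was at 0.254, 0.163, 0.149 and 0.230 against the paper's 26.7551, 49.8663, 32.0907 and 12.7232. Other than those named, none of the alternatives came within the limits.

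The paper groups the replicates of each stage together, while the nearest library was the replicate for 6 of 8 libraries. It gives significant increases for miR403 and miR845 by a paired t test with a threshold of 0.05. In edgeR's test their unadjusted p was 0.0442 and 0.197 and their adjusted p 0.0846 and 0.285, so that without adjustment only miR845 was above that threshold. It describes a pool passing from diverse to dominated by miR845, while the effective number of families was 7.21 and 8.75 in uninuclear and 8.84 and 9.92 in mature pollen. For AGO5 it gives a 5′-terminal C as preferred, which held for 67.8% and 23.6% of the reads in the uninuclear replicates (7218 and 330 reads) and for 73.8% in mature pollen, so that only the smallest library differed. It reports a loss of 24-nt reads for TE-derived small RNAs, while the 24-nt share of all reads of 20 to 25 nt also fell by 10.2 percentage points. It describes more miR845 cleavage in mature pollen, while the difference within 1 nt was -0.00218 RPM, which rested on 1 uninuclear read counted at 17 sites. Within 10 nt, and with each read counted once, an alternative chosen after seeing the values, the direction was that of the paper (exact permutation tests, p = 0.3 and 0.7). It describes a rise of miRNAs targeting TEs, whose trend with miR845 had a p of 0.386 (exact permutation test), and which without miR845 had a p of 0.0246, or 0.537 with up to 2 mismatches, by the same exact test.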

Other observations

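The tests on the single sequence and on stage composition were chosen only after the results were seen.

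Read ends near genic target sites in mature pollen lay off the cleavage position. The ratio of the cleavage position to the positions 50 to 100 nt away was 0.785 in mature and 5.27 in uninuclear pollen. This ratio describes the pattern and does not measure the abundance of the transcripts, so that read ends spread along abundant transcripts were not told apart from other explanations.

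The 24-nt share fell in reads outside annotated genes, in genes, on rRNA and tRNA, and on organelle genomes. Among all reads assigned to miRNAs it rose, from 0.169% in both uninuclear libraries to 0.988% and 1.11% in the mature libraries. If all reads had been shortened in the same way, the fall would be alike across origins. For rRNA and tRNA reads the relative fall was 16.8%, against 66.3% outside annotated genes, 55.0% in genes and 61.3% in organelle reads, where the 20-nt share rose by 51.3 percentage points. The organelle fall includes dilution by the abundant 20-nt organelle sequence of mature pollen described above. The falls were not alike, so that a shortening of all reads does not account for the whole fall. Only a part as large as the fall of rRNA and tRNA reads cannot be told apart from it.

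All miR845 sites with a read end at the cleavage position in uninuclear pollen rested on 1 read of one sequence with many genomic positions, which matched 17 of them. In Supplemental Data Set S8, the paper lists 17 TEs for uninuclear replicate 2, on chromosomes 1 to 5 in the numbers 3, 5, 4, 2 and 3, the same as those of the 17 sites. A candidate explanation is that 1 read was counted at each position.

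The share of miR845 differed between the binuclear replicates, at 13.6% and 43.9%. If replicate 1 held more uninuclear pollen, its miRNA profile would be nearer to the uninuclear libraries. Its correlation with them exceeded that with the trinuclear libraries by 0.0153 across families, and for replicate 2 the difference was -0.0243. The stage composition of the pollen fraction may contribute, but a difference of this size did not decide it.

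At the TE sites of Supplemental Data Set S7, the paper's own read numbers gave 0 sites higher and 3 lower in mature pollen of 33 tested with edgeR, and 8 had an unadjusted p under 0.05. At the AGO2 site of miR403 (AT1G31280, TAIR10.1 chromosome 1, position 11185234), ends within 10 nt fell from 15.9 to 0.240 RPM (log2 fold change -5.99, adjusted p = 5.3e-11 from edgeR). With the reads of the transcript as offset, the log2 fold change within 10 nt was 0.29. These reads include the ends within 10 nt, which were 510 of 687 and 206 of 604 in the uninuclear libraries. In the mature libraries they were 20 of 30, 30 of 38 and 1 of 2. A fall in cleavage therefore largely cancels under this offset, and the value does not show a rise. Within 1 nt, without the offset, the log2 fold change was -8.33. The ends within 1 nt were 468 of 687 and 186 of 604 reads on the transcript in the uninuclear libraries. In the mature libraries they were 2 of 30, 5 of 38 and 1 of 2. The leaf library had a mean of 1.22 RPM at the genic cleavage positions.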
